# Disruption of Asparagine Synthetase Is Associated to Increased Biomass in *Lotus japonicus*

**DOI:** 10.1111/pbi.70637

**Published:** 2026-03-24

**Authors:** Sara Rosa‐Téllez, Margarita García‐Calderón, David Barbosa Medeiros, Antonio J. Márquez, Alisdair R. Fernie, Marco Betti

**Keywords:** asparagine synthetase, *Lotus japonicus*, metabolomics, nitrogen metabolism, rhizobial symbiosis

## Abstract

Asparagine (Asn) constitutes the major form of nitrogen translocated within *Lotus japonicus* plants. In this work we use knock‐out (KO) LORE1 mutants‐deficient in the asparagine synthetase gene (*LjASN1)*, which is the most highly expressed *ASN* gene in plants grown under non‐symbiotic (NS) conditions, but much less expressed under symbiotic (S) conditions. The analysis of two different *Ljasn1* homozygous mutant lines grown under NS or S conditions indicated that a much higher biomass was produced in *Ljasn1* mutants grown under NS conditions compared to the WT (wild‐type), whereas little difference with the WT was observed in mutant plants under S conditions. Metabolomic analysis revealed that *Ljasn1* mutant plants are quite distinct to WT plants when grown under NS conditions, but not under S conditions. Asn levels were considerably reduced in *Ljasn1* mutant plants compared to the WT when plants were grown under NS but not under S conditions. A general decrease in amino acids and an increase in carbon compounds, such as sugars and oxo‐acids, was detected in NS roots and shoots, respectively, which may explain the growth phenotypes observed. RNAseq analysis showed changes related to oxidative metabolism under NS conditions, and C/N metabolism under S conditions. The data indicate that the *LjASN1* deficiency produces important changes in the C/N balance and metabolite allocation of *L. japonicus* plants resulting in higher biomass content and lower Asn levels, two interesting traits for biotechnological crops engineering.

## 1 Introduction

Asparagine (Asn) is a key amino acid in plant metabolism, thanks to its high C/N ratio, and is used, among other things, for nitrogen transport and storage. In several plants, particularly temperate legumes, Asn is the major amino acid found in the xylem for root‐to‐leaves nitrogen transport, as well as in the phloem from the leaves to developing seeds (Lea et al. 2007) For example, in the model legume *Lotus japonicus*, Asn constitutes more than 80% of the nitrogen transported from root to shoot under N‐sufficient conditions (Waterhouse et al. 1996).

In addition to its function as an intra‐plant N‐transporting carrier from source to sinks, it has been reported that Asn can be a key signalling molecule that is used by the host plant for regulating the N‐flow between the nodule and sink organs in legumes (Sulieman and Tran 2013). Interestingly, it has also been shown that Asn is a key regulator in the N‐feedback loop modulating N_2_ fixation in other legume species (Sulieman et al. 2010). Other results also point out the relevance of Asn in soybean plants and possible agronomic applications of the manipulation of Asn metabolism (Antunes et al. 2008; Kambhampati et al. 2017 and references therein). Asn pool is reduced in legume nodules when symbiotic nitrogen fixation is partially arrested by N‐satiety conditions (Udvardi and Poole 2013), making this molecule a candidate as the primary sensor of the N status of the plant.

Asn metabolism has also received recent attention since accumulation of free (non‐protein) Asn in different organs of crop species is key for the formation of the highly toxic acrylamide when plant‐based products are cooked at high temperatures (Raffan et al. 2021). Breeding for low‐Asn crops is thus a highly promising area for biotechnological crops engineering. However, different agronomical traits other than Asn content must be taken into consideration when looking for varieties with lower Asn content through natural or induced variations (Oddy et al. 2022). Loss‐of‐function approaches aimed at causing a deficiency in the functional expression of genes encoding for asparagine synthetase (ASN), the main enzyme responsible for the biosynthesis of this amino acid, can lead to reduced Asn levels but are associated with non‐desirable phenotypes from an agronomic point of view including biomass reduction, reduced grain yield and grain protein content (Gaufichon et al. 2013; Luo et al. 2019; Lee et al. 2020).

Different works in our laboratory have analysed different aspects of Asn metabolism in *L. japonicus* (Credali et al. 2011, 2013) and have more recently revealed that there is a differential expression of genes involved in the metabolism of this amino acid in *L. japonicus* plants (García‐Calderón et al. 2017). *L. japonicus* has three genes encoding for *LjASN* (García‐Calderón et al. 2017). Of them, *LjASN1* is the most expressed in leaves, *LjASN2* shows a root and nodule specific pattern of expression, whereas *LjASN3* is expressed at low levels in all tissues (García‐Calderón et al. 2017). The expression of *LjASN1* is also light‐induced, suggesting a role for this gene in N‐transport in plants assimilating NO_3_^−^, since nitrate assimilation is maximal under light conditions (García‐Calderón et al. 2017).

In this work, we have carried out a loss‐of‐function approach to functionally characterise the *LjASN1* gene. The results obtained revealed a surprising increase in biomass in the mutant lines, but only when plants were grown under non‐symbiotic (NS) conditions. Several other molecular parameters such as Asn content, metabolic profiles and differential gene expression were also affected mainly under NS conditions. The results reveal a crucial role of this gene in C/N partitioning and have biotechnological interest given the high biomass and low Asn content of the knock‐out (KO) mutant lines.

## 2 Results

### 2.1 Isolation of LORE1‐Insertion Mutants in the *LjASN1* Gene

To investigate the role of the *LjASN1* gene in *L. japonicus* , two independent mutant lines carrying insertions of the endogenous LORE1 retrotransposon were obtained from the *L. japonicus* LORE1 mutant collection (Fukai et al. 2012; Malolepszy et al. 2016). The two lines carried insertions in different positions of the Lj2g3v2291670 gene (or LotjaGi1g1v011820 in the Gifu 1.3 *L. japonicus* genome nomenclature) that encodes for *LjASN1*. Mutant line 30 049 881 (subsequently referred to as *Ljasn1‐1*) bears the insertion in the fourth exon of the gene while line 30 087 012 (subsequently referred to as *Ljasn1‐2*) bears the insertion in the eighth exon of *LjASN1* (Figure 1a). The seeds obtained from the LORE1 mutant collection are generated from self‐pollinated plants that carried insertions in the *LjASN* genes of interest and off‐target insertions (one genic insertion in the case of *Ljasn1‐1* and three genic insertions, plus one in the intergenic space, for *Ljasn1‐2*). To obtain clean mutants, genotyping was carried out to select homozygous mutants for the *LjASN1* mutation and WT for the off‐target insertions for both *Ljasn* lines according to the standard procedure described by Mun et al. (2017) (Figure 1b,c). The two independent *Ljasn1* homozygous lines were then self‐pollinated to obtain seeds and double‐checked for the homozygous insertion in the *LjASN1* gene and for the lack of insertions in the other positions before each experiment. RT‐PCR analysis was carried out to determine the expression levels of *LjASN1* in the mutants compared to WT plants. No *LjASN1* mRNA was detected in shoot or nodulated roots in both mutant lines (Figure 1d), so *Ljasn1‐1* and *Ljasn1‐2* can be considered KO mutants.

**FIGURE 1:**
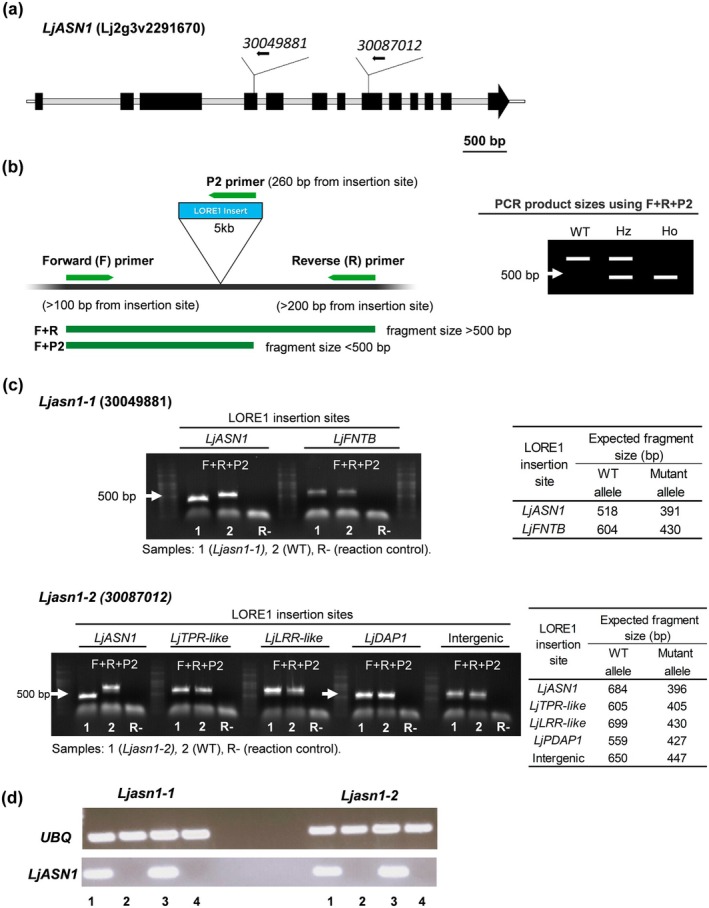
Genetic characterisation of the *Ljasn1* mutants. (a) Gene structure of *LjASN1* gene indicating the position of LORE1 transposable element insertion in the different *Ljasn1* mutant lines used in this work. The arrow indicates the orientation of the gene (from N terminal to C terminal). (b) Scheme of the strategy used for the genotyping of the LORE1 insertions. (c) Genotyping for the identification of the LORE1 insertions using a mix of the three primers (F, R and P2), demonstrating that the mutants are homozygous for the *LjASN* mutation and WT for the off‐target insertions. (d) Expression of the *LjASN1* gene in the two mutant lines. PCR reactions were carried out on cDNAs from WT and mutant plants using oligos specific for the *LjASN1* or the ubiquitin (UBQ) genes. Samples are: 1—WT shoots; 2—mutant shoots; 3—WT nodulated roots and 4—mutant nodulated roots.

### 2.2 *Ljasn1* Mutants Show Increased Biomass Under NS Conditions

Different growth parameters for the WT and mutant lines were analysed for plants growing under symbiotic conditions (S), inoculated with *Mesorhizobium loti* , or NS conditions, in which an external nitrogen source was provided with the growth medium. Under S conditions, both mutant lines exhibited growth parameters like the WT plants (Figure 2, Figure S1). Nodulation efficiency was also like the WT in both mutant lines, as indicated by nodule biomass and acetylene reduction activity (Figure S2). However, under NS conditions both mutant lines showed much higher root and shoot biomass compared to the WT (Figure 2, Figure S1). Increased shoot biomass under NS conditions of the *Ljasn1* mutant lines was reflected in a higher trefoil number as well as increased total shoot biomass (2–3 times the WT one) and shoot length. The root system also showed a striking increase in biomass because of the *LjASN1* mutation. A total root weight of more than two times the WT was detected together with an increased root length (Figure 2, Figure S1). Since both mutant lines showed similar phenotypes, we selected the *Ljasn1‐2* mutant line for further molecular analysis.

**FIGURE 2:**
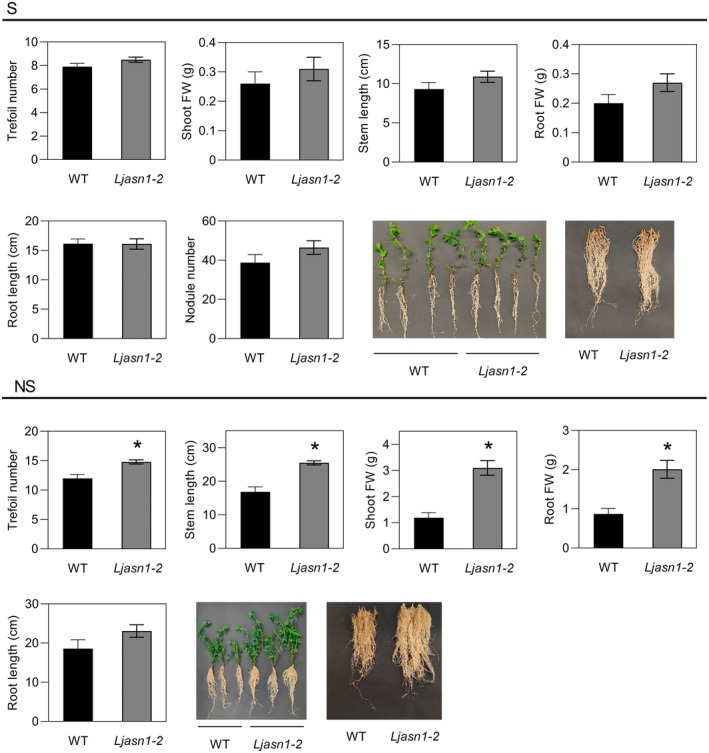
Growth parameters of WT and *Ljasn1‐2* mutant line under (a) symbiotic (S) conditions (b) non‐symbiotic (NS) conditions. Measurements were carried out after 7 weeks of growth and are the average ± SE of 10 independent plants. Pictures: Representative WT and *Ljasn1‐2* mutant plants and pool of roots from ten different plants for each genotype. Significant differences between WT and *Ljasn1‐2* mutant are denoted by an asterisk.

### 2.3 Metabolomic Analysis Reveals Major Changes in N and C Metabolism Under NS Conditions

To gain insight into the metabolic consequences of the *LjASN1* mutation, a metabolomic analysis was carried out in shoots and roots of WT and mutant plants growing under S or NS conditions (see Tables S1 and S2 for shoots and roots, respectively). It could be clearly observed that Asn levels in *Ljasn1* mutants were less than half of the WT ones in shoots and roots of mutant plants growing under NS conditions, but no significant differences were observed when plants were grown under S conditions (Figure 3a). These results indicate that the presence of a functional *LjASN1* gene accounts for the majority of Asn levels detected under NS conditions, but very little, if any, under S conditions. Gene expression analysis was carried out in order to check if the other *LjASN* genes could compensate for the lack of *LjASN1*. Only a very slight induction of *LjASN2* and *LjASN3* in mutant roots under NS conditions was detected compared to the WT under the same conditions (Figure 3b), which was apparently not sufficient to compensate for the lack of *LjASN1* in terms of Asn levels (Figure 3a). On the other hand, these data indicate that LjASN2 and LjASN3 must be responsible for Asn biosynthesis under S conditions. To test if external Asn supply can restore the WT phenotype, plants were grown under NS conditions in the presence of 2 mM L‐Asn or 4 mM L‐Asn in the watering medium compared to 0 mM Asn of the control. In the presence of both Asn concentrations, the mutants showed WT‐like root growth, but the increase in mutant shoot biomass was still observed (Figure 3c,d, Figure S3).

**FIGURE 3:**
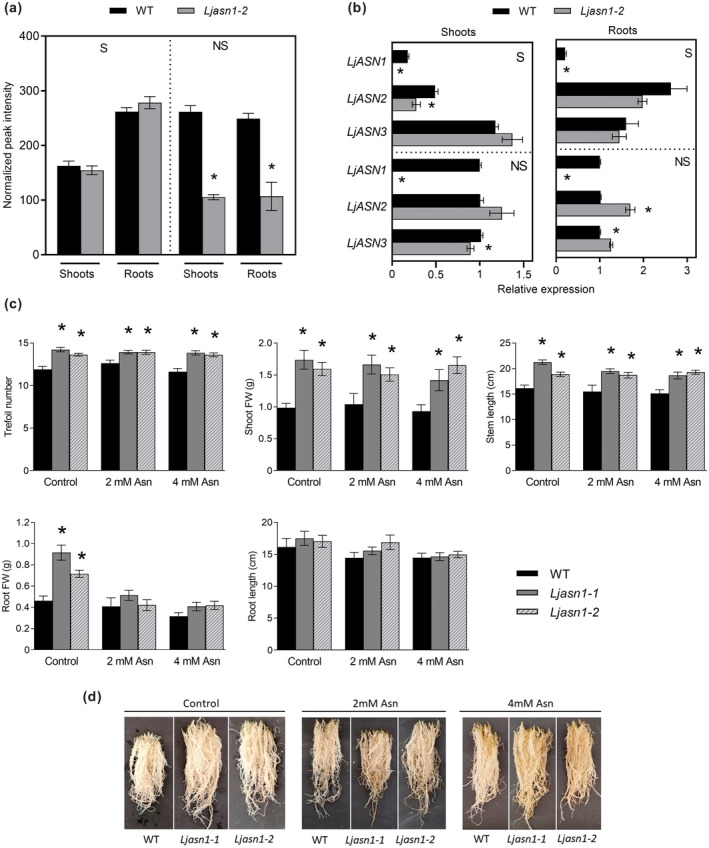
Asparagine (Asn) levels, gene expression analysis and growth parameters with external Asn feeding in WT and *Ljasn1* mutant plants. (a) Asn levels in shoots and roots of WT and *Ljasn1‐2* mutant plants grown under symbiotic (S) or non‐symbiotc (NS) conditions. Data represent the mean ± SE of 12 different biological replicates for the WT and 6 independent biological replicates for *Ljasn1‐2*. (b) RT‐PCR analysis of *LjASN* genes expression levels under S and NS conditions in shoots and roots of WT and *Ljasn1‐2* mutant plants. Data represent the mean ± SE of 3 different biological replicates. (c) Growth parameters of WT, *Ljasn1‐1* and *Ljasn1‐2* mutant lines under NS conditions in the absence (control) or presence of either 2 mM or 4 mM L‐Asn in the watering medium. Data are the average ± SE of 10 independent plants. Significant differences between WT and mutants at each [L‐Asn] are denoted with an asterisk. (d) A representative picture of WT and *Ljasn1* mutants pool of roots from ten different plants for each genotype at different [L‐Asn].

A Principal Component Analysis (PCA) was carried out to identify other metabolomic differences caused by the lack of a functional *LjASN1* gene. The analysis showed little differences between *Ljasn1‐2* and WT tissues under S conditions, but a clear separation between the metabolic profiles of WT and mutant roots under NS conditions (Figure 4a). Interestingly, other differences in the metabolome, but not related to *LjASN1* mutation, were explained by the growth conditions as can be depicted from the principal component 1 (PC1) in both shoots and roots, accounting for 44.3% and 50.2%, respectively (Figure 4a). In shoots, the profiles of WT and *Ljasn1‐2* were very similar under both growth conditions, but S and NS samples were well separated along the PC1 axis, meaning that the nutritional conditions rather than the genotype accounted for the metabolic variability in this tissue. In this regard, the most important changes observed were in sugars such as fructose, myo‐inositol, glyceric acid and the amino acids proline, aspartic acid, glutamic acid, glutamine and beta‐alanine, which showed an opposite trend depending on the nutritional condition (Figure 4a). In roots, WT and mutant metabolomic profiles clustered together under S conditions but were separated from samples from roots under NS conditions along the PC1 axis. However, WT and mutant root profiles were also separated along the PC2 axis (accounting for 25.9% of the variability), indicating major metabolic changes in roots as a consequence of the mutation exclusively under NS conditions (Figure 4a).

**FIGURE 4:**
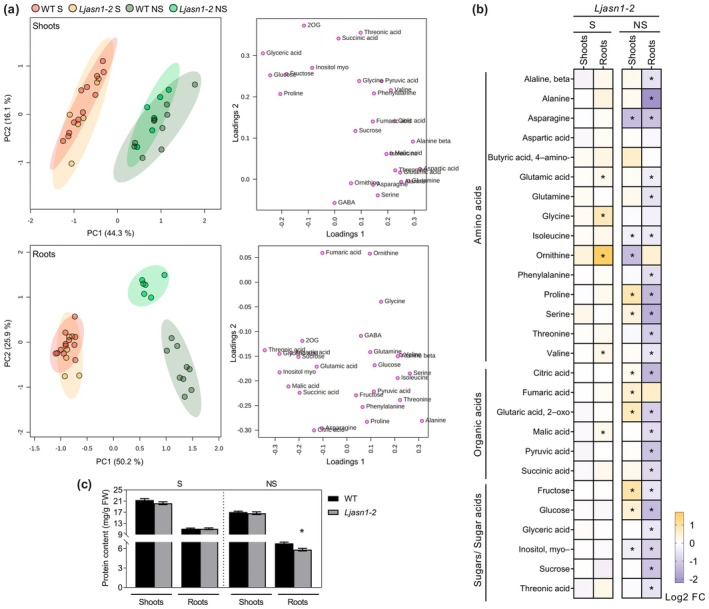
Metabolomic analysis of WT and *Ljasn1‐2* mutant plants. (a) Principal component analysis (left) and loading plots (right) of metabolomic profiling in shoots and roots of WT and *Ljasn1‐2* under S or NS conditions. (b) Heat map of metabolite changes in the Ljasn1‐2 mutant. Metabolite levels are represented in terms of log2 fold change compared to the WT. Metabolite showing significant changes in the mutant compared to the WT are indicated with an asterisk. (c) Total protein content in shoots and roots in WT (black bars) and *Ljasn1‐2* (grey bars) mutant plants under symbiotic (S) or non‐symbiotic (NS) conditions. Data represent the mean ± SE of 6 independent biological replicates of 10 plants each.

Figure 4b and Tables S1 and S2 further illustrate the changes detected in the relative levels of metabolites found to be of particular interest. Under S conditions, no significant differences in metabolite levels were detected between WT and the *Ljasn1‐2* mutant except for minor changes in the levels of some amino acids that were slightly increased and, more remarkably, ornithine that was increased about threefold in the mutant compared to the WT. However, a completely different metabolic profile could be found between WT and the *Ljasn1‐2* mutant in the case of NS plants. Interestingly, most amino acids, sugars and carbon metabolites were decreased in the mutant roots under NS conditions, in parallel with the lower levels of Asn detected in this genotype. However, in shoots, the *Ljasn1‐2* mutant showed an increase in several sugar metabolites such as glucose and fructose, as well as other carbon compounds such as 2‐oxoglutarate as compared to the WT plants (Figure 4b). Total protein levels were lower in mutant roots under NS conditions, but not S conditions (Figure 4c), consistent with the lower levels of amino acids detected in this tissue. In contrast, the total protein content was not different from the WT in mutant shoots under either nutritional condition (Figure 4c).

### 2.4 Transcriptomic Analysis Confirms Major Differences in *Ljasn1‐2* Mutants Under NS Conditions

RNAseq analysis was carried out to investigate possible changes in gene expression occurring in the *Ljasn1‐2* mutant. 

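The RNAseq data cover shoots and roots of WT (ecotype Gifu) and of the *Ljasn1‐2* mutant, a line with a LORE1 retrotransposon inserted in *LjASN1*. Plants were grown under NS conditions, with 5 mM ammonium nitrate and 3 mM potassium nitrate, or under S conditions, nodulated by *Mesorhizobium loti* with 3 mM potassium chloride and no combined nitrogen. Each of the 8 groups has 3 biological replicates, which gives 24 libraries, and each replicate pooled 10 plants. The paper gives the harvest as 26 days after planting for NS and 37 days for S plants, after 8 h of light. The sample labels give 40 days and 4 h of light for all the plants. Libraries were made from polyadenylated RNA with a strand-specific protocol and sequenced by Novogene. The authors deposited 1 table of FPKM values, that is, fragments per kilobase of gene scaled to the size of the library, for 30243 genes. In this table the values below 1 are intact, while the 384363 values of 1 or more (53.0% of the table) have lost their decimal point. They were restored before any test. The values below 1 give what 1 read is worth in each library, and a restored value has to be a whole number of reads. The smallest such number was taken for 368058 values. For the others, that number times 10 or a higher power of 10 was chosen from the replicates of the gene and from the order of the rows. For 106 genes another placement of the point remained possible. The reads recovered on genes ranged from 37503968 to 66820694 per library, with a median of 42533216. In shoots under S conditions the median was 39697535 reads for *Ljasn1‐2* (39194924 to 47179579) and 45274848 for WT (38517630 to 49783675). In roots under S conditions it was 40593033 (39855969 to 43067782) and 41998650 (37503968 to 47202031). In shoots under NS conditions it was 46369348 (39560402 to 66820694) and 43204297 (40956095 to 53037501), and in roots under NS conditions 41230242 (40229153 to 61319402) and 44124200 (41023604 to 48079520). Replicates of the same group correlated across genes with r from 0.955 to 0.995 and no pair of libraries was identical. The genotypes were compared with limma on log2(FPKM + 1). Genes with at least 1 FPKM in at least 3 of the libraries compared were tested, and *p*‐values were adjusted with the Benjamini and Hochberg's approach. The log2 fold changes given here, *Ljasn1‐2* over WT, are on this scale and understate the change of genes with low FPKM. Libraries that share a replicate number may have been grown or harvested together, so each comparison was also fitted with the replicate number as a block. The deposited table does not tell how reads that match several similar genes were counted.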

Differential gene expression analysis was carried out by comparing WT and mutant plants using a corrected *p* value cut‐off of 0.05. 

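The mutated gene was examined first. *LjASN1* (LotjaGi1g1v0118200) lies on chromosome 1 of the Gifu assembly named LjG1.1 in the deposited table, from 18678532 to 18685507 on the plus strand. In shoots under S conditions its expression was 4.77 ± 1.07 FPKM (SD, n = 3) in *Ljasn1‐2* and 87.2 ± 10.2 FPKM in WT, a log2 fold change of -3.95 (standard error 0.15, limma adjusted p = 3.78e-07). In roots under S conditions it was 9.02 ± 5.41 against 134 ± 36.6 FPKM, a log2 fold change of -3.85 (standard error 0.39, limma adjusted p = 0.0485). In shoots under NS conditions it was 33.7 ± 7.89 against 430 ± 42.2 FPKM, a log2 fold change of -3.66 (standard error 0.19, limma adjusted p = 3.13e-04). In roots under NS conditions it was 78.9 ± 35.2 against 637 ± 67.3 FPKM, a log2 fold change of -3.08 (standard error 0.31, limma adjusted p = 0.0378). In each comparison the 3 mutant libraries lay below the 3 WT libraries. With each replicate left out in turn the log2 fold change stayed between -4.08 and -3.82 in shoots S, -4.26 and -3.50 in roots S, -3.78 and -3.45 in shoots NS, and -3.42 and -2.84 in roots NS. On average, libraries with the same replicate number deviated together from the means of their groups, least so in shoots S. The mean correlation of these deviations between WT and *Ljasn1‐2* was 0.21 in shoots S, where single pairs ranged from -0.02 to 0.44. It was 0.66 in roots S, 0.54 in shoots NS and 0.71 in roots NS. With the replicate number as a block, the adjusted p of *LjASN1* was 2.99e-08 in shoots S, 8.49e-04 in roots S, 4.64e-05 in shoots NS and 0.00256 in roots NS. Other fits of the roots were weaker. In roots S 0 genes lower in the mutant passed 0.05 without the filter on low values or with voom weights, so *LjASN1* did not pass. The same held without WT replicate 1, 2 or 3 or mutant replicate 1 or 2. In roots NS 0 genes passed without WT replicate 1 or 3 or mutant replicate 1 or 2. Besides *LjASN1*, LotjaGi5g1v0220200 was the only gene that differed in the same direction in all 4 comparisons. It is described as an uncharacterized GPI-anchored protein and lies on chromosome 5 from 52655089 to 52656522. Its expression was higher in *Ljasn1‐2*, with log2 fold changes from 2.78 in roots S to 3.35 in shoots NS. 

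**Figure D1:**
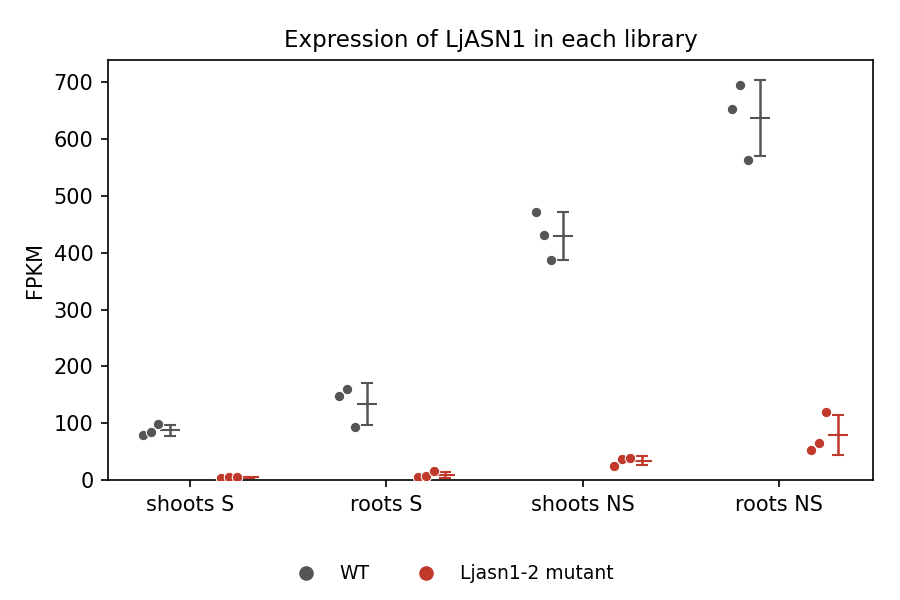
Expression of *LjASN1* in FPKM (linear axis) in each of the 24 libraries, by tissue and growth condition. Points are libraries, and the bars beside them are the mean and SD of 3 replicates. The *Ljasn1‐2* libraries of roots NS reach 119 FPKM and the WT libraries of the same tissue lie between 563 and 695 FPKM.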

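With limma and an adjusted p under 0.05, 17 of 16010 genes tested in shoots and 5 of 16236 in roots differed between *Ljasn1‐2* and WT under S conditions. Under NS conditions it was 70 of 16159 genes in shoots and 7 of 16172 in roots. At an unadjusted p under 0.05 there were 1066 genes in shoots S, 459 in roots S, 815 in shoots NS and 803 in roots NS. These are 6.7%, 2.8%, 5.0% and 5.0% of the genes tested. A share of 0.05 passes without any effect, so only shoots S lies clearly above it. The alternative that moved these numbers most was the replicate number as a block, given the correlations of 0.21, 0.66, 0.54 and 0.71 between same-numbered libraries. With the block, 62 genes differed in shoots S, 262 in roots S, 278 in shoots NS and 723 in roots NS, and these included all the genes found without it. The number was higher under NS than S conditions in each tissue with either fit. With each replicate left out in turn, from 0 to 3 genes differed in roots S and from 0 to 9 in roots NS. The 3 mutant libraries did not overlap with the 3 WT libraries in 1842 genes in shoots S, 1097 in roots S, 1781 in shoots NS and 1661 in roots NS. Chance gives 10% of the genes tested.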

The number of differentially expressed genes (DEGs) detected was much higher under NS than S conditions, as also generally happened for previously growth, metabolomic and protein parameters. 

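A principal component analysis was made with log2(FPKM + 1) of the 18747 genes with at least 1 FPKM in at least 3 of the 24 libraries. PC1 held 78.4% of the variance, PC2 12.6% and PC3 3.1%. The 12 shoot libraries had PC1 scores from 92.8 to 113.7 and the 12 root libraries from -112.8 to -95.9. The sign of a component is arbitrary. On PC2 the shoot libraries lay between -5.6 and 6.3, and the root libraries between -63.1 and 69.8. Within this narrow range the shoots under NS conditions (-5.6 to -0.5) did not overlap with those under S conditions (2.0 to 6.3). With FPKM values without a log, PC1 held 88.6% and PC2 7.3% of the variance.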

PCA analysis of the gene expression values (FPKM) showed that all shoot samples clustered together whatever the genotype or growth condition (Figure 5a). The three replicates for the shoots of each genotype under both S and NS conditions clustered closely together; consequently, individual replicates occupy nearly the same space on the PCA plot (Figure 5a, left part of the graph). However, although root samples were separated on the PC2 axis based on the growth conditions, WT and *Ljasn1‐2* clustered together, indicating that the S or NS growth condition has more effect than the mutation on the global root gene expression.

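In shoots under NS conditions the PC1 score was 94.3 ± 1.4 (SD, n = 3) for *Ljasn1‐2* and 98.5 ± 1.0 for WT, and the PC2 score was -3.6 ± 2.7 and -3.0 ± 1.1. Under S conditions the PC1 score was 111.6 ± 2.9 for *Ljasn1‐2* and 110.4 ± 1.9 for WT, and the PC2 score was 4.4 ± 2.2 and 4.2 ± 0.5. The genotypes did not overlap on PC1 under NS conditions (92.8 to 95.3 against 97.6 to 99.6), and they did under S conditions. Correlations between replicates across genes were 0.983 to 0.995 for *Ljasn1‐2* and 0.981 to 0.995 for WT in shoots under NS conditions. In WT shoots under S conditions they were 0.986 to 0.995. The replicate number accounted for 23.2% of the variance among the shoot libraries, which is 56.8% of the variance within groups.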

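On PC2 the roots under NS conditions had scores of -59.6 ± 2.4 (SD, n = 3) for *Ljasn1‐2* and -58.0 ± 4.6 for WT. Under S conditions the PC2 scores were 61.4 ± 9.4 and 54.3 ± 11.1. On this component the genotypes overlapped in roots S and NS and differed by less than the SD of the replicates, although under S conditions the mutant was higher in each of the 3 same-numbered pairs (69.8 and 62.1, 63.3 and 59.1, 51.2 and 41.7). On PC1 the roots NS had -100.2 ± 3.8 and -102.7 ± 0.7, with overlap. In roots S the PC1 scores were -102.9 ± 1.5 for *Ljasn1‐2* and -109.1 ± 3.2 for WT without overlap, as no mutant library was below -103.9 and no WT library above -106.8. Over the 17283 genes tested in roots, the growth condition explained 72.4% of the variance (exact permutation test, p = 0.0050, the smallest that the 400 arrangements allow). Roots S include nodules and, by the paper, were harvested at 37 days against 26 for roots NS. This share therefore does not measure nutrition alone. The genotype explained 2.9% (exact permutation test, p = 0.4200). In shoots, over 16650 genes, the growth condition explained 45.5% (exact permutation test, p = 0.0050) and the genotype 8.7% (exact permutation test, p = 0.1150). These tests exchange the labels without regard to the replicate number. With the genotypes exchanged only within same-numbered pairs, p was 0.0312 for the genotype in shoots and in roots, the smallest that the 64 arrangements allow, so the result for the genotype depends on whether same-numbered libraries are taken as pairs. The replicate number explained 17.2% of the variance of the roots, more than the genotype did, and 75.7% of their variance within groups.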

**FIGURE 5:**
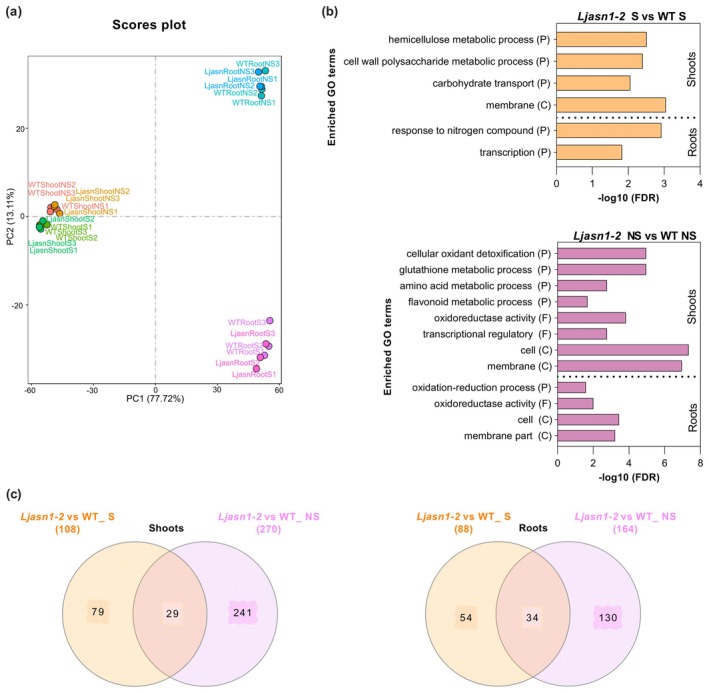
RNAseq analysis of WT and *Ljasn1‐2* mutant plants. (a) PCA analysis of transcriptome sequencing data according to the gene expression values (FPKM) in the different genotypes, tissues and nutritional conditions. (b) Enriched GO terms in mutant shoots and roots under symbiotc (S) or non‐symbiotic (NS) conditions. (c) Number of *Ljasn1* mutant DEGs (with respect to WT) which are also commonly or differentially expressed in S or NS growth conditions either in shoots or roots.

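The genes that the paper lists as DEGs were looked up among the genes tested with limma. In shoots under S conditions 88 of the paper's 108 genes passed the filter on low FPKM, and so did 74 of its 88 genes in roots. Under NS conditions it was 211 of 270 in shoots and 125 of 164 in roots. All of them changed in the direction the paper gives. When *p*‐values were adjusted over all genes tested, 16 of these genes in shoots S, 5 in roots S, 70 in shoots NS and 7 in roots NS had an adjusted p under 0.05. Adjusted over the list alone, all 88, 74, 211 and 125 did, but the lists are the paper's own calls on the same libraries, so this shows no stability. With the replicate number as a block (mean r of same-numbered libraries 0.21, 0.66, 0.54 and 0.71) and adjustment over all genes, 48 genes of the list differed in shoots S, 67 in roots S, 177 in shoots NS and 122 in roots NS. Across the genes of the lists that were tested, the correlation of the log2 fold changes with those of the paper was 0.84 in shoots S, 0.89 in roots S, 0.89 in shoots NS and 0.88 in roots NS. Genes are not independent replicates, so these correlations describe the lists only.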

Transcriptome sequencing identified 108 and 88 DEGs in shoots and roots, respectively, under S conditions, whereas 270 and 164 DEGs were found in shoots or roots under NS conditions (Tables S3 and S4). Under S conditions, the majority of DEGs were down‐regulated (26 up‐regulated and 82 down‐regulated in shoots, 15 up‐regulated and 73 down‐regulated in roots), whereas in NS conditions, shoot DEGs were mostly up‐regulated (158 up‐regulated and 112 down‐regulated DEGs) while root DEGs were mostly down‐regulated (56 up‐regulated and 108 down‐regulated). 

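Of the genes that differed with limma, 8 were higher and 9 lower in *Ljasn1‐2* in shoots S, which is 47.1% higher (95% Wilson interval 26.2 to 69.0). In roots S 2 were higher and 3 lower (40.0%, interval 11.8 to 76.9). In shoots NS 55 were higher and 15 lower (78.6%, interval 67.6 to 86.6), and in roots NS 3 were higher and 4 lower (42.9%, interval 15.8 to 75.0). The intervals cover counting error only, and that of shoots NS alone excludes an even division. With the replicate number as a block (mean r of same-numbered libraries 0.21, 0.66, 0.54 and 0.71), 21 of 62 genes were higher in shoots S, 43 of 262 in roots S, 163 of 278 in shoots NS and 336 of 723 in roots NS.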

Gene Ontology (GO) Enrichment Analysis of DEG genes revealed that carbon and nitrogen metabolic pathways such as flavonoid and amino acid biosynthesis were significantly altered in *Ljasn1‐2* mutant plants, compared to the WT, mainly in NS conditions, in agreement with previous results. 

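Genes of flavonoid and amino acid metabolism among the paper's DEGs in shoots under NS conditions changed in either direction. The flavonoid 3'-monooxygenase gene LotjaGi4g1v0331000 (chromosome 4, 71012833 to 71016170) had 0.741 ± 0.194 FPKM (SD, n = 3) in *Ljasn1‐2* and 2.97 ± 0.207 FPKM in WT. Its log2 fold change was -1.20 (standard error 0.13, limma adjusted p = 0.00828). The other genes did not pass an adjusted p of 0.05 without the block. The 6'-deoxychalcone synthase gene LotjaGi6g1v0022500 had a log2 fold change of 0.80 (standard error 0.16, limma adjusted p = 0.133, and 0.0218 with the replicate number as a block, mean r 0.54). The 2-isopropylmalate synthase gene LotjaGi1g1v0613100 had a log2 fold change of -0.86 (standard error 0.23, limma adjusted p = 0.382). The gene LotjaGi1g1v0358100, described as an asparaginase, had 1.55 ± 0.236 FPKM in the mutant and 0.644 ± 0.126 in WT. For these last genes the adjusted p with the block was 0.0525 and 0.0633. In each of the 4 genes the mutant and WT libraries did not overlap. GO terms were not analysed here.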

Under S conditions, most significantly enriched GO terms were found in shoots. 

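In shoots under S conditions, 272 tested genes had a description that names a cell wall component or enzyme, such as cellulose synthase, xylan, expansin or pectin. Of these, 85 were higher and 187 lower in *Ljasn1‐2*, with a median log2 fold change of -0.081 against -0.004 over all genes tested. As a set they were lower (limma camera test, adjusted p = 5.41e-06 over 8 gene families, and 4.30e-06 with the replicate number as a block, mean r of same-numbered libraries 0.21). When the correlation between genes was estimated from the data and not set to 0.01, the adjusted p was 0.614. None of these genes alone had an adjusted p under 0.05, and 5 did with the block. The paper's DEGs include 11 genes of carbohydrate and cell wall metabolism in shoots S. All 11 were lower in the mutant, with log2 fold changes from -1.22 to -0.51 and no overlap between the 3 mutant and the 3 WT libraries. None passed an adjusted p of 0.05 over all genes, and 2 did with the block. Adjusted over these 11 genes alone all of them did, but they were chosen from the paper's own calls on these libraries, so this shows no stability. The xyloglucan endotransglucosylase gene LotjaGi4g1v0298800 had 1.27 ± 0.638 FPKM (SD, n = 3) in *Ljasn1‐2* and 4.26 ± 1.41 in WT (log2 fold change -1.22, limma adjusted p = 0.161). The xylan glycosyltransferase gene LotjaGi2g1v0298300 had 1.27 ± 0.118 and 2.83 ± 0.525 FPKM (log2 fold change -0.75, limma adjusted p = 0.0993, and 0.0388 with the block). The cellulose synthase gene LotjaGi4g1v0379000 had 6.89 ± 0.644 and 10.6 ± 2.40 FPKM (log2 fold change -0.55, limma adjusted p = 0.399). The fasciclin-like arabinogalactan protein gene LotjaGi4g1v0380700 had 47.6 ± 3.88 and 89.3 ± 24.3 FPKM (log2 fold change -0.86, limma adjusted p = 0.207). It lies next to LotjaGi4g1v0380600, which has a similar description, so reads could be divided between the copies.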

Several categories of genes related to carbohydrate and cell wall metabolism were enriched (Figure 5b, Figure S4), which is in good agreement with the increase in sugars and C metabolites observed. In roots under S conditions, enriched GO terms were related to N metabolism and gene expression process, basically Zinc finger proteins and ubiquitination‐related enzymes (not shown). 

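In roots under S conditions, the 328 tested genes described as ubiquitin ligases, U-box or RING finger proteins were lower as a set in *Ljasn1‐2* (limma camera test, adjusted p = 0.00105 over 8 gene families, and 0.00182 with the replicate number as a block, mean r of same-numbered libraries 0.66). Of these 121 were higher and 207 lower, with a median log2 fold change of -0.056 against 0.008 over all genes tested. With the correlation between genes estimated from the data, the adjusted p was 0.614. The 429 zinc finger genes had 199 higher and 230 lower (limma camera test, adjusted p = 0.330, and 0.287 with the block). Their median was -0.009, and 0.005 after quantile normalization. All 8 zinc finger and ubiquitination genes of the paper's list were lower in the mutant, with log2 fold changes from -2.94 to -0.83 and no overlap between the libraries of the 2 genotypes. None passed an adjusted p of 0.05 without the block and all 8 did with it. The U-box protein gene LotjaGi6g1v0054100 (chromosome 6, 9731185 to 9733073) had 6.50 ± 3.83 FPKM (SD, n = 3) in *Ljasn1‐2* and 52.8 ± 17.6 in WT (log2 fold change -2.94, standard error 0.42, limma adjusted p = 0.253, and 4.40e-05 with the block). The zinc finger gene LotjaGi1g1v0697800, described as ZAT11 of *Arabidopsis thaliana*, had 2.84 ± 2.44 and 27.6 ± 17.9 FPKM (log2 fold change -2.88, standard error 0.56, limma adjusted p = 0.507, and 2.47e-05 with the block). LotjaGi5g1v0070300 and LotjaGi3g1v0280700 carry the same description, and the reads of such genes could be divided between them.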

Under NS conditions, the most enriched GO terms were again found in the DEGs from mutant shoots and were mainly related to stress response, detoxification and antioxidant defences (Figure 5b, Figure S5). 

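Among the stress and antioxidant genes of the paper's list in shoots under NS conditions, those for alternative respiration were higher in *Ljasn1‐2*. The external alternative NAD(P)H dehydrogenase gene LotjaGi6g1v0339200 (chromosome 6, 65329825 to 65335259) had 8.95 ± 0.930 FPKM (SD, n = 3) in the mutant and 1.25 ± 0.244 in WT. Its log2 fold change was 2.15 (standard error 0.13, limma adjusted p = 4.95e-04). The internal alternative NAD(P)H dehydrogenase gene LotjaGi4g1v0050800 (chromosome 4, 6137326 to 6143230) had 2.80 ± 0.374 and 0.317 ± 0.0679 FPKM, a log2 fold change of 1.53 (standard error 0.13, limma adjusted p = 0.00236). The alternative oxidase gene LotjaGi2g1v0344500 (chromosome 2, 82164838 to 82184610) had 1.74, 1.37 and 2.38 FPKM in the mutant libraries and 0.186, 0.142 and 0.122 in WT, a log2 fold change of 1.28 (standard error 0.15, limma adjusted p = 0.0121). The peroxidase gene LotjaGi1g1v0624800 had 5.82 ± 0.683 and 2.19 ± 0.579 FPKM, a log2 fold change of 1.11 (standard error 0.15, limma adjusted p = 0.0292). With the replicate number as a block (mean r of same-numbered libraries 0.54) the adjusted p of these 4 genes was 1.88e-04, 0.00105, 0.00458 and 0.0111. The alternative oxidase gene overlaps LotjaGi2g1v0344600 on the other strand, and its reads are uncertain where the counting did not use the strand. Another peroxidase gene of the list, LotjaGi6g1v0105300, was below the filter and not tested, with 0.878, 0.538 and 3.41 FPKM in the mutant libraries and 0.312, 0.140 and 0.137 in WT.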

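The deposited table describes 74 genes as glutathione S-transferases, of which 46 were tested in shoots under NS conditions. As a set they were higher in *Ljasn1‐2* (limma camera test, adjusted p = 0.0150 over 8 gene families, and 0.0451 with the replicate number as a block, mean r of same-numbered libraries 0.54). Of the 46 genes 26 were higher and 20 lower, with a median log2 fold change of 0.040 against -0.010 over all genes tested. Without the filter on low values the adjusted p was 0.0829, with the correlation between genes estimated from the data it was 0.661, and without replicate 1 of *Ljasn1‐2* the set was lower in the mutant. Of the single genes 4 were higher and 1 lower with an adjusted p under 0.05. LotjaGi5g1v0258300 (chromosome 5, 56684049 to 56685792) had 52.6 ± 20.7 FPKM (SD, n = 3) in the mutant and 6.70 ± 3.52 in WT, a log2 fold change of 2.83 (standard error 0.36, limma adjusted p = 0.0176). LotjaGi6g1v0043900 had 7.85 ± 3.86 and 0.485 ± 0.219 FPKM, a log2 fold change of 2.50 (standard error 0.28, limma adjusted p = 0.00890). LotjaGi5g1v0258400, next to LotjaGi5g1v0258300 and with the same description, had a log2 fold change of 1.94, and the reads could be divided between these copies. It also overlaps LotjaGi5g1v0258500, another glutathione S-transferase gene, on the other strand. LotjaGi4g1v0380400, which overlaps LotjaGi4g1v0380500 on the other strand, had a log2 fold change of 1.02 (limma adjusted p = 0.0410). LotjaGi6g1v0052500 was lower in the mutant, with 4.24 ± 1.00 and 18.9 ± 5.31 FPKM and a log2 fold change of -1.91 (standard error 0.21, limma adjusted p = 0.00890). The 210 glycosyltransferase genes tested did not differ as a set (limma camera test, adjusted p = 0.782, and 0.930 with the block), and 95 of them were higher in the mutant. The 2 with an adjusted p under 0.05 were LotjaGi1g1v0598900 and LotjaGi1g1v0599100, which lie close to each other and are described as hydroquinone glucosyltransferases. Their log2 fold changes were 2.26 (standard error 0.25) and 1.32 (standard error 0.14), and their reads could also be divided between the copies. LotjaGi6g1v0348600 and LotjaGi6g1v0323300_LC, described as flavonoid glycosyltransferases, were lower in the mutant, with log2 fold changes of -0.63 (limma adjusted p = 0.0724) and -1.11 (limma adjusted p = 0.110), and 0.0148 and 0.0178 with the block.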

Among the genes in the enriched terms, several encoded for glutathione‐S‐transferase isoforms and enzymes for flavonoid decoration (mainly glycosyltransferases) were more expressed in the mutant. In roots, GO terms enrichment was less significant, but some terms related to oxidoreductase activity were also found. 

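In roots under NS conditions, the 869 tested genes described as oxidoreductases did not differ as a set (limma camera test, adjusted p = 0.750, and 0.930 with the replicate number as a block, mean r of same-numbered libraries 0.71), with 447 higher and 422 lower in *Ljasn1‐2*. Of these genes 1 differed alone, and 61 did with the block. The genes for alternative respiration were lower in mutant roots. LotjaGi6g1v0339200 had 0.548 ± 0.152 FPKM (SD, n = 3) in *Ljasn1‐2* and 4.49 ± 0.331 in WT, a log2 fold change of -1.83 (standard error 0.12, limma adjusted p = 0.00897, and 0.00111 with the block). LotjaGi4g1v0050800 had 0.667 ± 0.158 and 2.43 ± 0.662 FPKM, a log2 fold change of -1.02 (standard error 0.17, limma adjusted p = 0.230, and 0.00927 with the block). LotjaGi2g1v0344500 had 0.595 ± 0.127 and 1.32 ± 0.0543 FPKM, a log2 fold change of -0.54 (standard error 0.11, limma adjusted p = 0.344, and 0.0315 with the block). The superoxide dismutase gene LotjaGi5g1v0257700 had 17.7 ± 6.60 and 48.7 ± 17.8 FPKM, a log2 fold change of -1.41 (standard error 0.38, limma adjusted p = 0.602, and 0.00111 with the block). The ascorbate oxidase gene LotjaGi1g1v0133700 was below the filter, with 0.374 ± 0.0692 FPKM in the mutant and 1.00 ± 0.183 in WT.

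**Figure D2:**
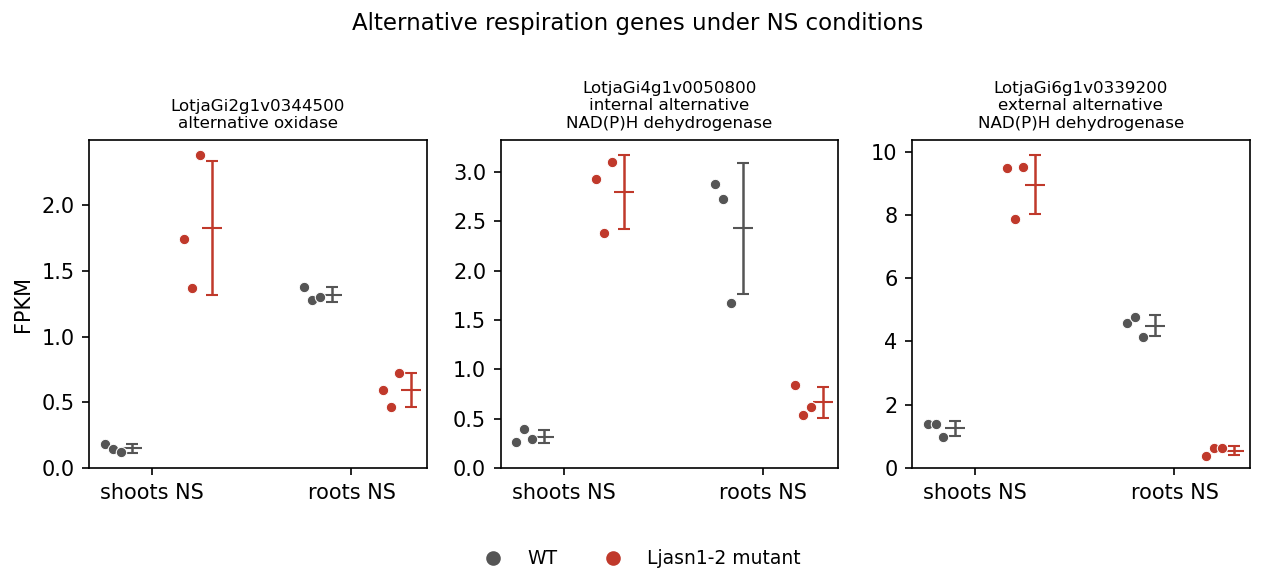
Expression in FPKM (linear axes that start at 0) of the alternative oxidase gene and of the internal and external alternative NAD(P)H dehydrogenase genes in the libraries of shoots and roots under NS conditions. Points are libraries, and the bars beside them are the mean and SD of 3 replicates. The external dehydrogenase gene has 8.95 FPKM in mutant shoots and 0.548 FPKM in mutant roots, against 1.25 and 4.49 FPKM in WT.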

The high number of GO enriched pathways related to stress and oxidative defences was in part because some genes belong to more than one similar GO term. Several enriched ‘cellular component’ GO terms were found in the mutant shoot and root transcriptomes under NS conditions (Figure S5), which probably reflects increased cell growth and/or proliferation associated to the increased biomass observed in both tissues.

A further analysis was carried out to investigate if DEGs were common or exclusive for each nutritional condition (Figure 5c). 

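In shoots, 11 genes differed between *Ljasn1‐2* and WT with limma under S as well as NS conditions, all in the same direction, out of 76 that differed under at least 1 condition (14.5%). In roots it was 2 of 10 genes (20.0%), also in the same direction. The 2 genes of the roots are *LjASN1* and LotjaGi5g1v0220200, which are also among those of the shoots. With the replicate number as a block the common genes were 23 of 317 in shoots (7.3%) and 129 of 856 in roots (15.1%). Same-numbered libraries had a mean r of 0.37 in the shoots and 0.64 in the roots of the 2 conditions. Of the fold changes that the paper lists for its 29 common genes of shoots (Table S5), 28 equal its values for shoots S and 1 that for shoots NS. Of those for its 34 common genes of roots, 31 equal its values for roots S, 2 for shoots S and 1 for roots NS.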

In shoots, only 29 DEGs were common to S and NS conditions, whereas 34 DEGs were common in roots, representing 8.3% and 15.6% of the total DEGs in each tissue, respectively (Table S5). This indicates that most of the effect of the mutation at the transcriptional level is specific for either S or NS growth conditions, which is in good agreement with the different phenotypes observed for the mutant plants at the growth and metabolic levels. 

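The interaction of genotype with growth condition was tested for each gene. Without any effect a share of 0.05 of the genes has an unadjusted p under 0.05, and neither tissue exceeded it. In shoots 36 of 16650 genes had an interaction with a limma adjusted p under 0.05 (696 at an unadjusted p under 0.05), and 33 of them were among the 76 genes that differed between genotypes. All 33 were among the genes that differed under NS conditions only. In roots 0 of 17283 genes had an interaction with an adjusted p under 0.05 (751 at an unadjusted p under 0.05). With the replicate number as a block (mean r of same-numbered libraries 0.37 in shoots and 0.64 in roots) it was 95 genes in shoots and 38 in roots. Across the genes tested under S and NS conditions, the log2 fold changes of the 2 conditions correlated with r = 0.29 in shoots and 0.18 in roots. This correlation is across genes, which are not independent replicates.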

In agreement with the phenotypic and metabolomic data, most DEGs were differentially expressed exclusively under NS conditions (Figure 5c; 241 in shoots and 130 in roots). These DEGs exclusive to NS conditions were then subjected to GO enrichment analysis. 

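With limma, 59 genes of shoots and 5 of roots differed between *Ljasn1‐2* and WT under NS conditions only, and 6 and 3 under S conditions only. Of the 59 genes of shoots, 40 were also tested under S conditions, where 25 changed in the same direction and 10 had an unadjusted p under 0.05. Of the 5 genes of roots, 4 were tested under S conditions, and all 4 changed in the same direction with an unadjusted p under 0.05. The genes that differed under S conditions only and were tested under NS conditions, 5 in shoots and 3 in roots, all changed in the same direction there.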

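In shoots under NS conditions, 5 genes of these functions in the paper's list were all higher in *Ljasn1‐2*, with no overlap between the 3 mutant and the 3 WT libraries. The cytosolic glyceraldehyde-3-phosphate dehydrogenase gene LotjaGi6g1v0100900 (chromosome 6, 22113402 to 22117551) had 41.1 ± 6.38 FPKM (SD, n = 3) in the mutant and 12.8 ± 2.64 in WT. Its log2 fold change was 1.61 (standard error 0.18, limma adjusted p = 0.00890, and 2.32e-04 with the replicate number as a block, mean r 0.54). The enolase gene LotjaGi1g1v0680200 had 497 ± 84.3 and 324 ± 34.9 FPKM (limma adjusted p = 0.519, and 0.0144 with the block). The gene LotjaGi6g1v0294100, for a reductase of sulphate assimilation, had 43.5 ± 12.3 and 25.4 ± 3.20 FPKM (limma adjusted p = 0.408, and 0.00949 with the block). The cyanoalanine synthase gene LotjaGi1g1v0478000 had 433 ± 55.6 and 274 ± 36.6 FPKM (limma adjusted p = 0.374, and 0.00703 with the block). The equilibrative nucleoside transporter gene LotjaGi6g1v0341300 had 2.76 ± 0.603 and 1.44 ± 0.314 FPKM (limma adjusted p = 0.328, and 0.0857 with the block).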

In shoots, GO terms related to, among others, glucose metabolic process, sulphate reduction, cyanide metabolism and nucleoside transmembrane transport were upregulated. 

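Of the paper's list in shoots under NS conditions, 7 genes of pigment synthesis and stress response were lower in *Ljasn1‐2*, with log2 fold changes from -1.92 to -0.49. The mutant and WT libraries did not overlap in 6 of them. None had a limma adjusted p under 0.05 over all genes, and 4 did with the replicate number as a block (mean r of same-numbered libraries 0.54). LotjaGi6g1v0345200, described as pathogenesis-related protein 1, had 177 ± 71.8 FPKM (SD, n = 3) in the mutant and 669 ± 280 in WT (limma adjusted p = 0.0433 with the block). Another placement of the decimal point is possible for this gene, so its level rests on a choice. The endochitinase gene LotjaGi4g1v0137500 had 28.5 ± 7.35 and 76.3 ± 25.2 FPKM (limma adjusted p = 0.177, and 0.0305 with the block). The thaumatin-like protein gene LotjaGi4g1v0417500 had 168 ± 72.9 and 495 ± 210 FPKM (limma adjusted p = 0.423, and 0.0585 with the block). The anthocyanidin acyltransferase gene LotjaGi3g1v0439200_LC, which overlaps LotjaGi3g1v0439300 on the other strand, had 1.27 ± 0.260 and 2.19 ± 0.130 FPKM (limma adjusted p = 0.348, and 0.0710 with the block).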

On the other hand, genes involved in pigment synthesis and the response to biotic and abiotic stress were downregulated (Table S5). In roots, genes related to glycine, serine and tetrahydrofolate metabolism were upregulated. 

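Of the paper's list in roots under NS conditions, 3 genes of this metabolism were higher in *Ljasn1‐2* without overlap between the libraries. None had a limma adjusted p under 0.05 over all genes, and all 3 did with the replicate number as a block (mean r of same-numbered libraries 0.71). The serine-glyoxylate aminotransferase gene LotjaGi6g1v0183300 had 5.81 ± 1.23 FPKM (SD, n = 3) in the mutant and 2.67 ± 0.171 in WT (log2 fold change 0.88, limma adjusted p = 0.230, and 0.00714 with the block). The alanine-glyoxylate aminotransferase gene LotjaGi1g1v0452400 had 65.8 ± 14.1 and 38.3 ± 1.66 FPKM (log2 fold change 0.75, limma adjusted p = 0.520, and 0.0120 with the block). The serine hydroxymethyltransferase gene LotjaGi2g1v0330200 had 1.78 ± 0.543 and 0.695 ± 0.215 FPKM (log2 fold change 0.70, limma adjusted p = 0.520, and 0.0344 with the block).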

Interestingly, an enrichment in genes involved in L‐arabinose and inositol metabolism was also found in mutant roots under NS conditions. These compounds are known to be present in plant root exudates to promote symbiosis. In contrast, genes involved in defence response, salicylic acid signalling pathway and transport of sulphate were downregulated (Table S5).

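The alpha-L-arabinofuranosidase gene LotjaGi1g1v0655300 (chromosome 1, 121494117 to 121503628) had 58.1 ± 12.3 FPKM (SD, n = 3) in *Ljasn1‐2* roots and 23.3 ± 7.49 in WT roots under NS conditions. Its log2 fold change was 1.30 (standard error 0.25, limma adjusted p = 0.320, and 0.00163 with the replicate number as a block, mean r 0.71). The inositol oxygenase gene LotjaGi3g1v0372900 (chromosome 3, 76420837 to 76425539) had 150 ± 14.8 and 97.1 ± 7.26 FPKM, a log2 fold change of 0.62 (standard error 0.16, limma adjusted p = 0.551, and 0.00962 with the block).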

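In roots under NS conditions, the 200 tested genes described as pathogenesis-related, disease resistance or similar defence proteins did not differ as a set (limma camera test, adjusted p = 0.330 over 8 gene families, and 0.287 with the replicate number as a block, mean r of same-numbered libraries 0.71), and 99 of them were lower in *Ljasn1‐2*. The 10 sulphate transporter genes tested did not differ as a set either (limma camera test, adjusted p = 0.330, and 0.898 with the block), with 5 higher and 5 lower. The sulphate transporter gene LotjaGi1g1v0149100 had 0.615 ± 0.102 FPKM (SD, n = 3) in the mutant and 1.22 ± 0.0767 in WT (log2 fold change -0.46, limma adjusted p = 0.515, and 0.0577 with the block). LotjaGi6g1v0043300_LC, which the paper's list also names as a sulphate transporter, is listed at 0 in the 3 mutant libraries and at 1.83, 0.802 and 1.01 FPKM in the WT libraries, and was below the filter. The deposited table gives this gene no description. It is at 0 in every *Ljasn1‐2* library of both tissues and conditions, and at 0.276 to 2.82 FPKM in those of WT. Its difference is therefore not particular to roots NS. The salicylic acid carboxyl methyltransferase gene LotjaGi2g1v0387200 had 3.51 ± 1.56 and 10.7 ± 5.01 FPKM (log2 fold change -1.32, limma adjusted p = 0.722, and 0.00279 with the block). The malate transporter gene LotjaGi5g1v0199400 had 2.21 ± 0.110 and 4.76 ± 0.751 FPKM (log2 fold change -0.84, limma adjusted p = 0.230, and 0.0102 with the block).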

## 3 Discussion

The present paper provides different types of evidence to show that the disruption of one *LjASN* gene (*LjASN1*) in the model legume *L. japonicus* results in lower levels of free Asn, associated with changes in the metabolome and transcriptome of the plants, together with a considerable increase in shoot and root biomass.

While *Ljasn1* mutant roots exhibited lower Asn levels and a marginal increase in *LjASN2* and *LjASN3* expression under NS conditions (Figure 3a,b), the specific contribution of each isoform to the Asn pool remains to be fully elucidated. Future studies are needed in order to do that, taking into consideration that ASN polypeptide levels and enzyme activity are generally difficult to determine in plant extracts (Azevedo et al. 2006) including *L. japonicus* ones (Pérez‐Delgado et al. 2015).

Different plant species use different types of compounds for N‐translocation. Most plants, like Arabidopsis, use preferentially glutamine during light conditions, whereas they use Asn in dark (Coruzzi 2003). In contrast, tropical legumes such as soybean use preferentially ureides as N‐transport compounds, particularly under S conditions, but still Asn has also an intriguing role in tropical legume plants (Antunes et al. 2008; Kambhampati et al. 2017). However, some temperate legumes such as *L. japonicus* preferentially use Asn both in light and dark conditions (Waterhouse et al. 1996). *LjASN1* was shown to be a light‐inducible gene (García‐Calderón et al. 2017), suggesting a connection between this gene and the light‐dependent nitrate assimilation. In fact, *LjASN1* was the asparagine synthetase gene showing the highest level of expression in leaves and roots, both in light and dark conditions, particularly under ammonium nitrate NS growth conditions (García‐Calderón et al. 2017). Quite interestingly, although *Ljasn1* mutants grown under NS conditions had plenty of inorganic nitrogen available in the growth medium, their root metabolic profile, as well as the increased root growth phenotype may be indicative of internal N‐deficiency. Thus, it may be possible that the low Asn levels in the mutant roots can be a signal for N deficiency in *L. japonicus* .

Mutants in the *ASN1* gene from other plant species do not show a substantial increase in growth of both aerial and root systems (Gaufichon et al. 2017; Ohashi et al. 2015; Lee et al. 2020). Disruption of other *ASN* genes can lead to lower biomass paralleled by lower Asn levels (Gaufichon et al. 2013) or lower Asn levels but normal vegetative growth (Gaufichon et al. 2016; Raffan et al. 2021). In rice, mutation of *OsAS1*, mainly expressed in roots, was associated with a slight increase in shoot length and a decrease in root length at the seedling stage together with a drop of 80%–90% of free Asn under NH_4_^+^ nutrition (Ohashi et al. 2015). However, under N‐limiting conditions, *osasn1* mutants showed impaired growth and slightly lower biomass at the seedling stage (Lee et al. 2020). On the other hand, recent work has shown that the supply of exogenous Asn has a stimulating effect on Arabidopsis plant growth (Lardos et al. 2024). This effect is independent of the enantiomeric form of the amino acid, suggesting that the effect is due to the molecule per se, rather than its N content. Supplementing Asn or glutamine at low concentrations can also increase shoot length in *Phaseolus vulgaris* (Haorun et al. 2010), suggesting a positive correlation between Asn levels and plant growth rates. Supplementation with L‐Asn in the watering medium suppressed the increase in mutant root biomass, supporting the hypothesis that low Asn levels are responsible for this phenotype (Figure 3c,d). However, increased shoot biomass was still observed in mutants supplied with different concentrations of external Asn (Figure 3c, Figure S3). Further experiments with different Asn supplementation methods, concentrations and enantiomeric forms are needed to get a clearer picture of the relationship between Asn and plant growth in *L. japonicus* .

The phenotype of the *Ljasn1* KO mutant lines presented here indicates a role for LjASN1 mainly under NS conditions. Metabolomic data indicate a C/N imbalance in the mutants under NS conditions, as depicted from the lower amino acid levels and lower total protein in the NS roots, and higher sugar levels in the shoots. The phenotype of the NS roots can be a response to a situation detected by the plant as internal N‐deficiency, which must trigger increased root growth, possibly aimed to increase N foraging, whereas in the shoots the higher availability of sugars can be the determinant of the increase in biomass. Analysis of available datasets of root from WT plants under long‐term N starvation (≥ 10 days) is consistent with this hypothesis. A significant reduction in root amino acid levels, specifically glutamate, glutamine, aspartate and Asn was found under N starvation in Arabidopsis, tomato and sweet orange ( *Citrus sinensis* ) (Krapp et al. 2011; Renau‐Morata et al. 2021; Lai et al. 2023). Furthermore, mirroring our own findings, transcriptomes from N‐starved roots showed an overrepresentation of Gene Ontology (GO) terms related to stress and defence, ion transport, and amino acid metabolism (Krapp et al. 2011; Calabrese et al. 2017). Conversely, long‐term N‐starvation studies in WT plants have shown increased root levels of fructose, glucose and sucrose, reflecting carbon remobilisation to support root growth (Krapp et al. 2011; Renau‐Morata et al. 2021). In contrast, *Ljasn1* mutants exhibited decreased levels of these sugars. Furthermore, *Ljasn1* mutants did not display the changes in shoot‐to‐root biomass ratio typically observed under externally imposed N starvation. These results suggest that while the *LjASN1* mutation partially mimics the effects of N deficiency, the impact is not sufficient to trigger a shift in biomass allocation from shoots to roots.

PCA analysis of GC/MS data indicated that roots of WT and mutant plants under NS conditions were the most metabolically different samples (Figure 4a), suggesting that the phenotypes observed in the mutant shoots may be a consequence of the metabolic imbalance generated in roots. On the other hand, PCA analysis of RNAseq data showed again separate clustering of root samples, but the main variability was explained by the growth condition (NS or S) rather than the genotype (Figure 5a). This suggests that the transcriptional changes observed could be related to the symbiotic status in the S plants, or the ability to assimilate inorganic nitrogen in the NS plants. Nitrogen‐related transcriptomic changes observed in roots of the *Ljasn1* mutants could also be related to the fact that *L. japonicus* assimilates nitrate mainly in roots.

The lack of growth phenotype of the *Ljasn1* mutants under S conditions is probably related to the normal levels of Asn, in contrast to what is observed under NS conditions. However, some changes were observed mainly at the transcriptomic level also under S conditions, the most significant related to cell wall metabolism according to GO term analysis (Figure S4, Figure 5b). At the metabolomic level, the most differential compound was ornithine, which was increased more than three times in mutant roots under S conditions (Table S2). Ornithine is a central metabolite in plants and a precursor for proline and polyamines, constituting also a link between glutamate and arginine metabolism (Majumdar et al. 2016). Glutamate levels were also increased in the mutant roots under S conditions. Given the normal levels of Asn in the mutant under S conditions, and the lack of a direct link between Asn biosynthesis and ornithine, the increase in this amino acid, as well as glutamate, glycine and valine in the mutant S roots remains puzzling. The normal nodulation observed for the *Ljasn1* mutant, together with the lack of growth phenotype under S conditions, suggests that the *LjASN1* gene is not essential for symbiosis in *L. japonicus* , despite the changes observed. Although our data demonstrate that nodule functionality in the mutants remains uncompromised under S conditions (Figure S2), recent evidence suggests a specialised role for legume *ASN1* during nodule senescence. Specifically, *LjASN1* has been identified as a target of FUN transcription factors, which positively regulate nodule senescence (Lin et al. 2024), whereas soybean *ASN1* appears to facilitate nitrogen redistribution as symbiotic fixation declines (DelPercio et al. 2025). These recently discovered links may hint at a role for *LjASN1* under S conditions beyond the maintenance of the Asn pool, which may explain the differences at the omics level observed in the nodulated mutant. Further studies on the nodule senescence dynamics of *Ljasn1* mutants may help to define the precise contribution of *LjASN1* to this process.

Manipulation of Asn metabolism by means of gene disruption or overexpression has been carried out with the aim of improving crop yield. Although overexpression of *ASN* genes can lead to positive agronomical traits such as increased grain yield and protein content, for example in lettuce (Giannino et al. 2008) and rice (Lee et al. 2020), this is also associated with increased Asn levels. In contrast, lower free Asn levels, such as those detected in *Ljasn1* mutants, are desirable for food safety. This is because free Asn and reducing sugars (or sucrose, if it is first hydrolysed) are the precursors for toxic acrylamide formation in plant‐based products (Halford et al. 2012). Therefore, a primary goal of current crop breeding is to lower free Asn content without compromising other agronomic traits (Ly et al. 2023; Raffan et al. 2023). In this study, while Asn levels were lower in the mutant shoots, glucose and fructose levels increased in *Ljasn1‐2* mutants under NS conditions (Table S1). However, since Asn is the major determinant of acrylamide formation potential (Halford et al. 2012; Oddy et al. 2022), the data indicate that the *Ljasn1* mutants possess valuable traits for biotechnological application: decreased Asn levels coupled with increased biomass production (Figure 6).

**FIGURE 6:**
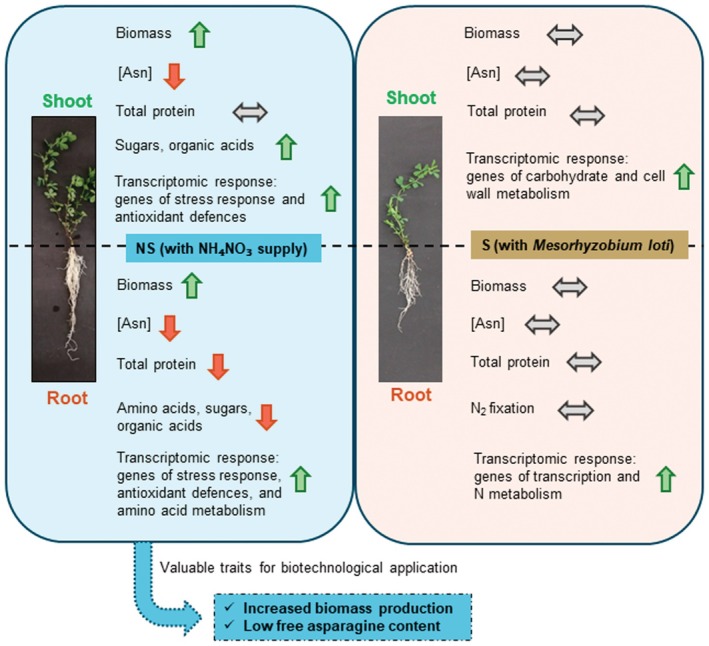
Schematic representation of the molecular and phenotypic consequences of *LjASN1* disruption under different nitrogen regimes: non‐symbiotic (NS) and symbiotic (S) conditions. Green upward arrows indicate an increase, red downward arrows denote a decrease, whereas grey horizontal lines indicate no significant change compared to the wild type under the same condition.

The *Ljasn1* root phenotype under NS conditions is of special interest since improved primary root length and total root biomass is a desirable trait to improve crop nitrogen capture from soils (Lynch et al. 2024). Although this phenotype was observed only under NS conditions, a potential for increased N uptake can be useful even for legumes growing in symbiosis. For example, in *L. japonicus* supplying low amounts of nitrate can promote nodulation (Barbulova et al. 2007), and the nodulation and growth of cultivated legumes such as soybean benefit, in field conditions, from inorganic nitrate uptake, providing that the nitrate concentration is not so high as to induce nodule senescence (Guillierme et al. 2025). To provide a comprehensive overview of the phenotype of the *Ljasn1* mutants, the key findings of this study are resumed into the schematic summary presented in Figure 6.

## 4 Conclusions

The data presented here demonstrate that *LjASN1* is not strictly required under S conditions in *L. japonicus* , but its impairment leads, under NS conditions, to increased biomass paralleled by low Asn levels; both very interesting phenotypes from an agronomic point of view. Although *L. japonicus* is a model species, the high levels of synteny that exist between the different legume genomes (Libault et al. 2009) imply that the advances obtained with this species can be used to improve the performance of cultivated legumes.

## 5 Experimental Procedures

### 5.1 Plant Material, Growth and Experimental Designs

The model legume *L. japonicus* (Regel) K. Larsen ecotype Gifu (B‐129‐S9) was used in all experiments. Seeds were originally obtained from Dr. Jens Stougaard (Aarhus University, Denmark) and self‐propagated at the University of Seville. Seeds from the progeny of self‐pollinated heterozygous plants carrying the LORE1 transposon inserting in the *LjASN1* gene were obtained from the LORE1 database (https://lotus.au.dk/) and homozygous mutant plants were selected by genotyping as described by Monje‐Rueda et al. (2023) using the primers listed in Table S6. In addition to the *LjASN1* gene, *Ljasn1‐1* seeds may carry insertions of the LORE1 retrotransposon in two additional genes, one exonic and one intronic, whereas *Ljasn1‐2* may have three ulterior insertions (one exonic and two intronics). To obtain ‘clean’ mutants, several plants from each line were genotyped by PCR to isolate homozygous plants for the *LjASN* insertion and lacking transposon insertions in the other genes.

Growth parameters were determined using five seedlings planted in each pot as a biological replicate and using vermiculite as a solid support and grown in a growth chamber under 16/8 h day/night, 20°C/18°C with a photosynthetic photon flux density of 200 μmol m^−2^ s^−1^ and a constant humidity of 70%. Plants growing under NS conditions were irrigated with ‘Hornum’ nutrient solution containing 5 mM NH_4_NO_3_ and 3 mM KNO_3_. Plants under S conditions were inoculated with the compatible symbiont *Mesorhizobium loti* and watered with nitrogen‐free ‘Hornum’ medium supplemented with 3 mM KCl (Handberg and Stougaard 1992). *Mesorhizobium loti* TONO JA76 (Kawaguchi et al. 2002) was grown in liquid YM medium at 28°C to an optical density of 1.0 at 600 nm, and then collected by centrifugation for 30 min at 2408 *g* and resuspended in 0.75% (w/v) NaCl. Once sown in the pots, the plants were inoculated by the addition of 200 μL of this bacterial suspension. Ten plants per genotype were analysed to determine the growth patterns under S and NS conditions.

For the Asn feeding experiment, WT and the two mutant lines were grown under NS conditions as described before, but with the addition of 2 mM or 4 mM L‐Asn in the watering Hornum medium, or with Hornum medium alone (control conditions with 0 mM Asn). Plants were watered every 3–4 days with the watering medium with or without the addition of L‐Asn, which was added from a filter‐sterilised 0.1 M stock solution. Ten plants per genotype and condition were analysed to determine the growth patterns.

### 5.2 Gene Expression Studies

For gene expression studies, plant tissues were flash‐frozen in liquid nitrogen, ground to a fine powder with mortar and pestle and stored at −80°C until use. Total RNA was isolated from *L. japonicus* leaves using a modified CTAB extraction method as described by Kistner and Matamoros (2005) and DNAse treated with the Turbo DNA‐free kit (Ambion). Plants were harvested at the same growth stage (26 days after planting for NS conditions and 37 days after planting for S conditions). RNA integrity and concentration were checked using an Agilent Bioanalyzer 2100 (Agilent Technologies), and a Nano‐Drop ND‐1000 (Nano‐Drop Technologies), respectively. RNA extractions were carried out with three independent biological replicates for each genotype/condition/tissue. Each replicate was composed of 10 plants grown in two different pots. The tissues were harvested separately after the 8‐h light period for analysis. For RNAseq analysis, library preparation and transcriptome sequencing were conducted by Novogene (Cambridge, UK). Differential gene expression analysis was performed using the DESeq2 R package. *p*‐values were adjusted using the Benjamini and Hochberg's approach and assigned as differentially expressed when *p*‐value < 0.05. Gene Ontology Enrichment Analysis was performed using the software AgriGO v2.0 (Tian et al. 2017) according to the hypergeometric test. RT‐PCR analysis was carried out according to Monje‐Rueda et al. (2023) using ubiquitin (*LjUbq4*), as reporter gene, that was selected from the most stably expressed genes in this plant species (Sanchez et al. 2008). A list of the primers used in this work is available as Table S6.

### 5.3 Metabolomic Analysis

Metabolomic analysis was carried out from the same plant tissues used for RNAseq studies, with the exception that biological replicates consisted of 10 individual plants from two different pots that were harvested together. Six independent biological replicates were analysed for the *Ljasn1* mutant. For the WT control, 10–12 replicates were used, comprising two distinct lines: the original Gifu (B‐129‐S9) and a syngenic WT line. The latter consisted of WT segregants lacking the *LjASN1* LORE1 insertion, derived from the original LORE1 seed population. Metabolite content in derivatized methanol extracts by GC–MS (Gas chromatography–mass spectrometry) using the protocol described by Lisec et al. (2006). Metabolites were identified in comparison to database entries of authentic standards (Kopka et al. 2005). Chromatograms and mass spectra were evaluated with the Chroma TOF 1.0 (LECO) and TagFinder 4.0 software (Luedemann et al. 2008).

### 5.4 Other Measurements

Proteins were extracted using an ethanolic extraction as described by Stitt et al. (1989). The total protein content was determined colorimetrically using the Bradford protein assay (Bio‐Rad) using bovine serum albumin (BSA) as the standard.

For determination of acetylene reduction activity, the root of each plant was separated from the aerial part and quickly placed into a 10 mL tube and sealed with a rubber stopper. Using a syringe, one‐tenth of the air volume was extracted from the container and replaced with the same volume of acetylene. After 1 h, three 1 mL samples were extracted from the atmosphere of each flask and analysed in a Shimadzu Q2010 gas chromatograph with flame ionisation detector and a Porapak T column of 1 m length. Acetylene reduction activity (ARA) is reported as nmol ethylene/hour × g nodule FW.

### 5.5 Statistical Data Analysis

Experimental data values are reported as means and standard error (SE), and *n* represents the number of independent samples. Significant differences between control and mutants were analysed by Student's *t*‐test using Microsoft Excel. Plots were generated in GraphPad 8 software.

### 5.6 Accession Numbers

*LjASN1* gene sequence can be downloaded from the Lotus Base information portal (http://lotus.au.dk) with the accession number LotjaGi1g1v011820, according to the last version of the *Lotus japonicus* v. Gifu genome. The two mutant lines used in this study (30049881, called *Ljasn1‐1* and 30087012, called *Ljasn1‐2*) can also be found at the Lotus Base portal.

## Author Contributions

A.J.M., M.G.‐C., M.B. and S.R.‐T. conceived and designed the experiments. S.R.‐T. and M.G.‐C. carried out the isolation and phenotypical characterisation of the mutants. D.B.M. and S.R.‐T. performed GC–MS experiments. S.R.‐T. performed the analysis of the GC–MS data. M.B., M.G.‐C. and S.R.‐T. performed RNAseq analysis. M.B. and A.J.M. drafted the manuscript. S.R.‐T. and M.G.‐C. produced the figures. All the authors contributed to the writing of the final version of the manuscript.

## Funding

This work was supported by grant PID2021‐122353OB‐I00 funded by MICIU/AEI/10.13039/501100011033 and FEDER, UE and RTI‐2018‐093571‐B100 from MICIU/AEI/10.13039/501100011033 and FEDER, UE. Open Access funding provided by the Universidad de Sevilla.

## Conflicts of Interest

The authors had complete control of the design of the study, the collection, analysis and interpretation of data, the writing of the manuscript and the decision to publish, without interference from the funders and partner organisations listed in the acknowledgements.

## Supporting information

**Figure S1:** Growth parameters of WT and *Ljasn1‐1* mutant line under (a) S conditions or (b) NS conditions.

**Figure S2:** Nodulation parameters of WT and mutant lines.

**Figure S3:** A representative picture of WT and mutant plants after feeding of different [L‐Asn] under NS conditions.

**Figure S4:** List of enriched GO terms among the shoot and root DEGs under S conditions.

**Figure S5:** List of enriched GO terms among the shoot and root DEGs under NS conditions.

**Table S1:** Metabolite relative content in the shoots of WT and *Ljasn1‐2* plants grown under NS or S conditions.

**Table S2:** Metabolite relative content in roots of WT and *Ljasn1‐2* plants grown under NS or S conditions.

**Table S3:** List of genes differentially expressed between *Ljasn1‐2* and WT under S conditions.

**Table S4:** List of genes differentially expressed between *Ljasn1‐2* and WT under NS conditions.

**Table S5:** DEGs classified according to the criteria used for the VENN diagram representation in Figure 5c, that is, if they are differentially expressed in the mutant under both nutritional **conditions** or exclusively under S or NS conditions.

**Table S6:** List of the oligonucleotides used in this work.

## Data Availability

The RNAseq data that support the findings of this study are openly available in NCBI's Gene Expression Omnibus, reference number GSE283121 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE283121).

# Supplementary material for: Disruption of Asparagine Synthetase Is Associated to Increased Biomass in Lotus japonicus
**Source:** Plant Biotechnol J. 2026 Mar 24;24(7):4471–83. doi: 10.1111/pbi.70637
**Supplement:** Supplementary file 4 — Figure S4: List of enriched GO terms among the shoot and root DEGs under S conditions.

Figure S4. List of genes differentially expressed between *LjAsn1-2* and WT under S conditions. Data are expressed as the log2 fold-change in expression levels between mutant and WT plants. Genes highlighted in yellow have been singularly mentioned in the text of the paper.

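The genes with the largest differences under S conditions with limma, apart from those given for all comparisons, included gene models of low confidence, whose identifiers end in LC in the deposited table. In shoots LotjaGi4g1v0295400_LC had 10.1 ± 1.98 FPKM (SD, n = 3) in *Ljasn1‐2* and 0.164 ± 0.0832 in WT (log2 fold change 3.24, limma adjusted p = 1.73e-06, and 1.58e-07 with the replicate number as a block, mean r of same-numbered libraries 0.21). LotjaGi1g1v0069900_LC had 0.0330 ± 0.0175 and 3.28 ± 1.04 FPKM (log2 fold change -2.02, limma adjusted p = 0.00129, and 3.37e-04 with the block). In roots the gene LotjaGi1g1v0676500, described as TERMINAL FLOWER 1, had 6.14, 6.56 and 3.77 FPKM in the *Ljasn1‐2* libraries and 32.2, 35.7 and 27.0 in the WT libraries (log2 fold change -2.35, limma adjusted p = 0.0392, and 4.08e-05 with the block, mean r 0.66). LotjaGi2g1v0357500_LC, described as a transposon polyprotein, is listed at 0 in the WT libraries. It had 1.35, 1.88 and 1.71 FPKM in the mutant libraries of shoots and 1.66, 2.13 and 2.18 FPKM in those of roots.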

|        | Ontology | GO term    | Description                                       | FDR    |
|--------|----------|------------|---------------------------------------------------|--------|
| Shoots | P        | GO:0010410 | hemicellulose metabolic process                   | 0.0031 |
|        | P        | GO:0010383 | cell wall polysaccharide metabolic process        | 0.004  |
|        | P        | GO:0045491 | xylan metabolic process                           | 0.0067 |
|        | P        | GO:0005976 | polysaccharide metabolic process                  | 0.0067 |
|        | P        | GO:0044710 | single-organism metabolic process                 | 0.0076 |
|        | P        | GO:0044036 | cell wall macromolecule metabolic process         | 0.0088 |
|        | P        | GO:0008643 | carbohydrate transport                            | 0.0088 |
|        | P        | GO:0042546 | cell wall biogenesis                              | 0.0088 |
|        | P        | GO:0009057 | macromolecule catabolic process                   | 0.0093 |
|        | P        | GO:0071554 | cell wall organization or biogenesis              | 0.019  |
|        | P        | GO:0019748 | secondary metabolic process                       | 0.019  |
|        | P        | GO:0044699 | single-organism process                           | 0.02   |
|        | P        | GO:0009056 | catabolic process                                 | 0.022  |
|        | P        | GO:0009620 | response to fungus                                | 0.032  |
|        | P        | GO:0044262 | cellular carbohydrate metabolic process           | 0.044  |
|        | C        | GO:0031224 | intrinsic component of membrane                   | 0.0003 |
|        | C        | GO:0016021 | integral component of membrane                    | 0.0003 |
|        | C        | GO:0005576 | extracellular region                              | 0.0003 |
|        | C        | GO:0016020 | membrane                                          | 0.0009 |
|        | C        | GO:0044425 | membrane part                                     | 0.0026 |
|        | C        | GO:0044464 | cell part                                         | 0.015  |
|        | C        | GO:0005623 | cell                                              | 0.015  |
|        | C        | GO:0031226 | intrinsic component of plasma membrane            | 0.022  |
|        | C        | GO:0044421 | extracellular region part                         | 0.025  |
| Roots  | P        | GO:0010200 | response to chitin                                | 7E-05  |
|        | P        | GO:0010243 | response to organonitrogen compound               | 0.0001 |
|        | P        | GO:1901698 | response to nitrogen compound                     | 0.0012 |
|        | P        | GO:0097659 | nucleic acid-templated transcription              | 0.015  |
|        | P        | GO:0006351 | transcription, DNA-templated                      | 0.015  |
|        | P        | GO:0032774 | RNA biosynthetic process                          | 0.015  |
|        | P        | GO:0016567 | protein ubiquitination                            | 0.048  |
|        | P        | GO:0032446 | protein modification by small protein conjugation | 0.049  |

# Supplementary material for: Disruption of Asparagine Synthetase Is Associated to Increased Biomass in Lotus japonicus
**Source:** Plant Biotechnol J. 2026 Mar 24;24(7):4471–83. doi: 10.1111/pbi.70637
**Supplement:** Supplementary file 5 — Figure S5: List of enriched GO terms among the shoot and root DEGs under NS conditions.

Figure S5. List of genes differentially expressed between *LjAsn1-2* and WT under NS conditions. Data are expressed as the log2 fold-change in expression levels between mutant and WT plants. Genes highlighted in yellow have been singularly mentioned in the text of the paper.

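Under NS conditions, the largest increases in shoots with limma, apart from the genes given for all comparisons and for glutathione S-transferases, included the ABC transporter gene LotjaGi1g1v0018500 (chromosome 1, 2273080 to 2282204). It lies near LotjaGi1g1v0018700, which has the same description, and overlaps LotjaGi1g1v0018600 on the other strand. It had 15.1 ± 2.45 FPKM (SD, n = 3) in *Ljasn1‐2* and 0.968 ± 0.255 in WT (log2 fold change 3.03, limma adjusted p = 3.13e-04, and 1.46e-05 with the replicate number as a block, mean r of same-numbered libraries 0.54). Among the largest decreases in shoots, the lipoxygenase gene LotjaGi3g1v0420500 had 11.4 ± 2.62 and 49.5 ± 16.0 FPKM (limma adjusted p = 0.0167, and 0.00679 with the block). LotjaGi1g1v0431600, which has no description, had 0.561 ± 0.256 and 10.7 ± 3.48 FPKM in shoots and 0.811 ± 0.260 and 10.4 ± 2.84 FPKM in roots, with log2 fold changes of -2.87 and -2.63 (limma adjusted p = 0.00272 and 0.0115). In roots the plastidic glucose transporter gene LotjaGi2g1v0074800 had 21.7 ± 1.55 and 6.28 ± 0.331 FPKM (log2 fold change 1.64, limma adjusted p = 0.00959, and 9.38e-04 with the block, mean r 0.71).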

Figure S5. Continued.

|       |   |            |                                          |         |
|-------|---|------------|------------------------------------------|---------|
| Roots | P | GO:0044710 | single-organism metabolic process        | 0.011   |
|       | P | GO:0055114 | oxidation-reduction process              | 0.026   |
|       | P | GO:0044699 | single-organism process                  | 0.026   |
|       | P | GO:0002229 | defense response to oomycetes            | 0.026   |
|       | P | GO:0002239 | response to oomycetes                    | 0.026   |
|       | P | GO:0009056 | catabolic process                        | 0.026   |
|       | F | GO:0016491 | oxidoreductase activity                  | 0.01    |
|       | C | GO:0005739 | mitochondrion                            | 0.00018 |
|       | C | GO:0044464 | cell part                                | 0.00036 |
|       | C | GO:0005623 | cell                                     | 0.00036 |
|       | C | GO:0005737 | cytoplasm                                | 0.00053 |
|       | C | GO:0044424 | intracellular part                       | 0.00053 |
|       | C | GO:0044425 | membrane part                            | 0.0006  |
|       | C | GO:0005622 | intracellular                            | 0.00076 |
|       | C | GO:0031224 | intrinsic component of membrane          | 0.0012  |
|       | C | GO:0016021 | integral component of membrane           | 0.0025  |
|       | C | GO:0005887 | integral component of plasma membrane    | 0.0034  |
|       | C | GO:0043231 | intracellular membrane-bounded organelle | 0.0042  |
|       | C | GO:0043227 | membrane-bounded organelle               | 0.0042  |
|       | C | GO:0043229 | intracellular organelle                  | 0.0083  |
|       | C | GO:0031226 | intrinsic component of plasma membrane   | 0.0083  |
|       | C | GO:0043226 | organelle                                | 0.0083  |
|       | C | GO:0019866 | organelle inner membrane                 | 0.0093  |
|       | C | GO:0005743 | mitochondrial inner membrane             | 0.012   |
|       | C | GO:0016020 | membrane                                 | 0.014   |
|       | C | GO:0031090 | organelle membrane                       | 0.015   |
|       | C | GO:0005576 | extracellular region                     | 0.032   |
|       | C | GO:0031966 | mitochondrial membrane                   | 0.036   |
|       | C | GO:0044459 | plasma membrane part                     | 0.037   |
|       | C | GO:0044444 | cytoplasmic part                         | 0.046   |
|       | C | GO:0005740 | mitochondrial envelope                   | 0.046   |
|       | C | GO:0071944 | cell periphery                           | 0.046   |
|       | C | GO:0044455 | mitochondrial membrane part              | 0.049   |

How the deposited data were processed for this re-analysis (not part of the article)

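RNA was sequenced from shoots and roots of WT and *Ljasn1‐2* plants grown under S or NS conditions. Each of the 8 groups has 3 libraries, numbered as replicates in the sample labels, and each library was made from a pool of 10 plants. According to the paper, Novogene prepared and sequenced the libraries, and the authors used DESeq2 for the tests. The aligner and the program that counted reads are not stated. How the authors scaled the FPKM values is not stated in the paper. The formula was inferred from the deposited values, which are reads per gene divided by the length of the gene and by a median-of-ratios size factor of each library times the geometric mean of the library totals, to within 0.0077% in each of the 24 libraries. The unit of the deposited table is therefore described here as other, that is, FPKM whose values of 1 or more were written without their decimal point. The gene length that the authors list in the deposited table is in bases (also recorded as other). Descriptions, chromosomes and positions of the genes come from the same table, which names the assembly LjG1.1. All 24 columns of values were used.

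Of the 725832 values in the table, 167548 are 0, 173921 are below 1 and intact, and 384363 had lost the point. The intact values times the gene length are whole multiples of 1 step in each library, the value of 1 read. Each damaged value was then set to a whole number of reads whose FPKM has the digits in the table. None of the values failed to give a whole number, and the largest relative distance from one was 5.2e-15. The smallest whole number was kept for 368058 values, 10 times that number was chosen for 16115 and a higher power of 10 for 190, together 4.2% of the values restored. The choice was made from the replicates of the same gene, and then from the order of the genes in the table, which is by the sum of their values. With the replicates alone 236 genes were out of this order, and 0 were at the end. For 106 genes another placement also keeps the order, and these genes are called open below. On simulated data with 383705 values that had lost their point, 0 were restored to another number and 93 genes were open. The restored means were also compared with the paper's own tables. All 630 pairs of gene and comparison in Tables S3 and S4 had the direction given there. Over the 391 pairs with both means of at least 1 FPKM, the log2 ratio differed from the paper's by 0.008 in the median and by 1.15 at most. The pair at 1.15 belongs to an open gene, and among the genes with 1 placement the largest difference was 0.03.

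The reads recovered on genes ranged from 37.5 to 66.8 M per library (median 42.5 M). The lowest and highest library of each group are given with the passage on the experiment. This is the depth on genes, since reads outside genes are not in the table. Over the genes with at least 1 FPKM in at least 3 libraries, the median coefficient of variation between replicates was 11.4% to 21.8% in the 8 groups, and counting error alone would give a median of 3.3% to 4.0%.

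The design was fixed before the data were examined. It assumed an FPKM table with its decimal points, and the test was kept after they were restored. Each of the 4 comparisons of *Ljasn1‐2* with WT was fitted with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with the 6 libraries of the comparison and an intensity trend in the empirical Bayes step. Genes with at least 1 FPKM in at least 3 of the libraries of the fit were tested. Tests were two-sided, and *p*‐values were adjusted by the Benjamini and Hochberg method with a threshold of 0.05. Interactions of genotype with growth condition (per tissue) and with tissue (per condition) were fitted in the same way on 12 libraries. The 8 gene families were defined by words in the descriptions and tested with camera of limma at an inter-gene correlation of 0.01. Principal components and shares of variance were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, on centred and unscaled log2(FPKM + 1). Shares of variance were tested by permuting labels within the other factor (400 arrangements, smallest p 0.0050), and again within same-numbered pairs (64 arrangements, smallest p 0.0312). Figures were drawn with matplotlib 3.10.9. Fold changes on this scale are damped for genes near or below 1 FPKM.

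The genes named in the text were set by a rule. They are *LjASN1*, *LjASN2* and *LjASN3*, the 5 largest increases and the 5 largest decreases of each comparison among genes with an adjusted p under 0.05 whose genotypes do not overlap, the genes called in the same direction in all 4 comparisons, and, for the interaction with tissue, the 5 genes of smallest adjusted p with opposite signs in shoots and roots. To these come 66 entries of genes chosen from the paper's Tables S3 and S4 for the functions its sentences name. Adjusted over such a list alone, every tested gene passed the threshold in each list, which shows no stability because the lists are the paper's own calls on these libraries.

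The alternatives were a pseudocount of 0.1, no filter on low values, quantile normalization, no intensity trend, all 24 libraries in one fit, voom weights on the recovered reads, the replicate number as a block, an inter-gene correlation estimated from the data, FPKM without a log, genes scaled to unit variance, and each replicate left out in turn. The fits without the open genes, the permutation within same-numbered pairs and the ratio of mean FPKM without a pseudocount (for the named genes, where each group has more than 3 reads in at least 1 library) were added after the data were seen. The block rests on the replicate numbers alone, since neither the paper nor the labels say whether same-numbered libraries were grown together. The fits were tested on simulated data with 200 changed genes. Without a block the pairwise fits recovered from 144 to 159 of them with 5 to 10 false calls, and the interaction fits from 103 to 113. With the block the pairwise fits recovered from 143 to 159. The block thus changed little in simulation, while in the data it moved roots NS from 7 to 723 genes. The simulated recovery may therefore not hold where same-numbered libraries vary together.

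GO annotation was not used here, so the paper's GO enrichments were not repeated, and families of genes were tested in their place. The metabolite, protein, growth and RT-PCR measurements of the paper were not analysed here.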

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

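Of the tests in this part, the exchanges of genotype labels and the test with the replicate number as a block (for the pattern under NS) were chosen only after the results were seen. The paper compares the genotypes within each tissue and condition. The results below are differences between such comparisons, each tested as an interaction in limma.

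In shoots, the effect of the genotype differed between S and NS conditions in 36 of 16650 genes. S and NS plants differ in nitrogen source, in nodulation and, by the paper, in age at harvest. The number was 95 with the replicate number as a block, where same-numbered libraries of the 2 conditions had a mean r of 0.37, and 21 with voom. It ranged from 17 to 38 over the 12 fits that each left out 1 replicate. The genotype labels were then exchanged within same-numbered pairs. Of the 32 arrangements, 6 gave at least as many genes (a share of 0.188). Among these is the arrangement that exchanges the labels in all 3 pairs of one condition and so tests the sum of the effects (107 genes), and the most in any other arrangement was 46. All arrangements with at least 36 genes keep the labels of the NS plants, so an effect of the genotype under NS is still in them and they do not count against a difference between the conditions. The 24 arrangements that exchange labels of the NS plants gave 0 genes (122 to 755 at an unadjusted p under 0.05, against 696 in the real one). The number thus follows the genotype of the NS plants. With labels exchanged in 1 or 2 pairs of the S plants alone it was 29 to 46, so it does not show what the genotype does under S, and an effect of the condition is left as a hypothesis. In roots it was 0 of 17283 genes (751 at an unadjusted p under 0.05), and 38 with the block. Since the number is 0, all 32 arrangements give at least as many by construction, so the exchanges say nothing about the roots.

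Under S conditions, the effect of the genotype differed between shoots and roots in 6 genes. The sum arrangement gave 21, no other arrangement more than 3, and 2 of 32 (the real one and the sum) at least 6, a share of 0.062. The sum arrangement tests the effect that the tissues share, so it is no grouping without an effect, and 1 of the other 31 arrangements, the real one, gave at least 6. With a pseudocount of 0.1 there were 0 such genes (541 at an unadjusted p under 0.05), with voom 0 (458), and with the block 19 (mean r of same-numbered libraries 0.18, from -0.38 to 0.82). The only one of the 6 with opposite signs was the external alternative NAD(P)H dehydrogenase gene LotjaGi6g1v0339200. Its log2 fold change was -0.79 in roots and 0.32 in shoots, a difference of -1.11 (standard error 0.16, adjusted p = 0.0471, and 0.0383 with the block). The increase in shoots did not pass by itself (limma adjusted p = 0.672, and 0.441 with the block). The decrease in roots passed only with the block (limma adjusted p = 0.399, and 0.0138 with it). The 3 mutant libraries lay below the 3 WT libraries in roots and above them in shoots. As the list is empty under a pseudocount of 0.1, this result depends on the log scale.

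Under NS conditions, the effect of the genotype differed between shoots and roots in 52 genes, and in 26 of them the signs were opposite. LotjaGi6g1v0339200 had a difference of -3.98 between roots and shoots (-1.83 against 2.15, standard error 0.18, adjusted p = 7.80e-07, and 2.82e-06 with the block). The gene for a NFXL1-type zinc finger protein, LotjaGi4g1v0465300, had -4.85 (-2.08 against 2.77, standard error 0.31, adjusted p = 2.29e-05, and 3.44e-06 with the block). It had 4.40 ± 1.83 FPKM (SD, n = 3) in mutant and 21.2 ± 1.88 in WT roots, and 59.8 ± 10.2 and 7.93 ± 1.73 in shoots. The cytochrome P450 gene LotjaGi2g1v0251800 had -3.57 (-1.10 against 2.48, standard error 0.28, adjusted p = 1.49e-04, and 1.34e-04 with the block), with 15.4 ± 3.65 and 33.8 ± 3.98 FPKM in roots and 171 ± 18.2 and 30.4 ± 7.21 in shoots. The internal alternative NAD(P)H dehydrogenase gene LotjaGi4g1v0050800 had -2.55 (-1.02 against 1.53, standard error 0.21, adjusted p = 1.49e-04, and 1.43e-04 with the block). LotjaGi2g1v0293300, of unknown function, had -2.09 (-0.69 against 1.39, standard error 0.19, adjusted p = 3.46e-04, and 1.34e-04 with the block), with 23.4 ± 2.67 and 38.4 ± 3.28 FPKM in roots and 20.8 ± 1.96 and 7.33 ± 1.19 in shoots. In all 5 genes the 3 mutant libraries lay below the 3 WT libraries in roots and above them in shoots. The genes were picked as the smallest adjusted p among those with opposite signs, so their signs are part of the choice.

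Several technical explanations of the pattern under NS were tested. Of the 52 genes 52 were called again with the replicate number as a block, among 81 in all (mean r of same-numbered libraries 0.29, from -0.45 to 0.83). Within a tissue the mean was 0.71 in roots NS and 0.54 in shoots NS. The replicate number over both tissues thus holds the pairing within each only in part. The replicate numbers are balanced over genotype and tissue, so a batch that follows them adds to the spread and cannot make the pattern. The count of 52 called again therefore shows no stability. If counting error from unequal depth made the pattern, equal depth would take most of it away. With every library thinned to 37.5 M reads, 50 of the 52 genes were called again. Under NS, counting error is small beside the spread of replicates (medians of 3.3% to 3.7% against 15.5% to 18.8%). This outcome was therefore likely from the start. Thinning also keeps the expected FPKM of each gene, so a bias tied to depth is not excluded. Shoot RNA in the root libraries would raise the genes for chlorophyll a-b binding proteins. Over 20 such genes, the mean log2 level in roots was 0.21 higher in *Ljasn1‐2*, with 2.08, 2.14 and 1.80 in replicates 1 to 3 of the mutant and 1.87, 1.94 and 1.57 in WT. The libraries of the genotypes overlap, though the mutant is higher in each of the 3 same-numbered pairs. More shoot RNA in the mutant would raise, not lower, the root level of genes that are higher in mutant shoots, so it would work against the opposite signs. Quantile normalization gave 62 genes, voom 25, and leaving out the open genes 52. Reads shared between similar genes were not tested. Of the 32 exchanges of labels 2 gave at least 52 genes, the real one and the sum arrangement (87), while no other gave more than 22. The share is 0.062, but the sum arrangement holds the effect that the tissues share and is no grouping without an effect. Of the 31 arrangements without it, 1 gave at least 52 genes. The 18 that exchange labels in both tissues gave 0 (63 to 147 at an unadjusted p under 0.05, against 976 in the real one). A candidate explanation that remains is an effect of the mutation that takes opposite directions in shoots and roots under NS conditions, and it was found and tested on the same libraries.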

How the results depend on the processing

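The fits without the open genes, the permutation within same-numbered pairs and the ratio of mean FPKM were added after the data were seen, and the other alternatives in this part were chosen before the data were examined. Where a value moved, the cause was not tested unless a value below shows it. Each count or family result was recomputed under every alternative that applies to it. With a pseudocount of 0.1, 25 of 28 results kept their direction and side of the threshold or stayed within the set limit (1.5 times the count, or 1 SD), with quantile normalization 26 of 28, without the filter 21 of 28, without an intensity trend 12 of 14, with voom 8 of 14, with all 24 libraries in one fit 6 of 14, with the block 11 of 22, and without the open genes 22 of 22.

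The replicate number as a block moved the most counts. It gave 62 genes in shoots S, 262 in roots S, 278 in shoots NS (58.6% higher) and 723 in roots NS. Interactions with the condition rose to 95 genes in shoots and 38 in roots, interactions with the tissue to 19 under S and 81 under NS, and the genes common to S and NS to 23 in shoots and 129 in roots. All 24 libraries in one fit gave 96 genes in roots S, 149 in shoots NS (63.1% higher) and 113 in roots NS, 12 interactions with the condition in roots, 15 with the tissue under S, and 19 and 31 common genes in shoots and roots.

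Voom gave 2 genes in roots S (100% higher), 21 and 1 interactions with the condition in shoots and roots, 0 with the tissue under S (458 at an unadjusted p under 0.05) and 25 under NS. Without the filter there were 7 genes in shoots S and 2 in roots S (100% higher), and 5 and 1 common genes in shoots and roots. Without an intensity trend there were 3 genes in roots S and 1 common gene in roots. A pseudocount of 0.1 gave 0 interactions with the tissue under S (541 at an unadjusted p under 0.05), 7 common genes in shoots and 11.9% of the variance on PC2. Quantile normalization gave 1 common gene in roots and 13.2% on PC2. With FPKM without a log PC1 held 88.6% and PC2 7.3%, and with scaled genes 46.5% and 19.3%. Under these alternatives the growth condition explained more of the variance than the genotype in shoots and in roots. With labels exchanged within same-numbered pairs the shares of the genotype (8.7% in shoots and 2.9% in roots) had a permutation p of 0.0312, the smallest that 64 arrangements can give, against 0.1150 and 0.4200 without the pairing.

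Among the families, the adjusted p of the glutathione *S*‐transferases was 0.0829 without the filter and 0.661 with the inter-gene correlation estimated, within a range from 0.0121 to 0.661 over the alternatives that keep all replicates. That of the cell wall genes was 0.614 with the correlation estimated (range 4.30e-06 to 0.614), and so was that of the ubiquitination genes (range 0.00108 to 0.614). The direction of these 3 families was the same under each of these alternatives. The oxidoreductases changed direction without the filter (0.981, range 0.661 to 0.981) and were under no alternative past the threshold.

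With 1 replicate left out of 6 libraries, the number of genes ranged from 7 to 14 in shoots S (12.5% to 64.3% higher), from 0 to 3 in roots S (33.3% to 100% higher in the 2 fits with any gene, and 263 to 412 genes at an unadjusted p under 0.05 in the fits with 0), from 15 to 67 in shoots NS (66.7% to 96.6% higher) and from 0 to 9 in roots NS (33.3% to 66.7% higher in the 2 fits with any gene, and 444 to 991 at an unadjusted p under 0.05 in those with 0). Over 12 fits each, interactions with the condition ranged from 17 to 38 in shoots and from 0 to 1 in roots (447 to 1195 at an unadjusted p under 0.05 where 0), interactions with the tissue from 1 to 15 under S and from 33 to 57 under NS, and the common genes from 3 to 7 in shoots and from 0 to 1 in roots.

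The adjusted p of the families ranged from 5.70e-06 to 0.406 for glutathione *S*‐transferases, 0.298 to 0.939 for glycosyltransferases, 1.14e-07 to 0.00265 for cell wall, 0.330 to 0.450 for zinc finger, 8.96e-04 to 0.0395 for ubiquitination, 0.151 to 0.913 for oxidoreductase, 0.0403 to 0.922 for defence and 0.272 to 0.897 for sulphate transporter genes. The direction was reversed for the glutathione *S*‐transferases without mutant replicate 1 (0.406) and for the glycosyltransferases without WT replicate 3 (0.758) or mutant replicate 1 (0.374). It was also reversed for the oxidoreductases without WT replicate 1 (0.913), WT replicate 2 (0.440) or mutant replicate 3 (0.151), for defence genes without WT replicate 3 (0.750) or mutant replicate 2 (0.922), and for sulphate transporters without WT replicate 2 (0.880) or WT replicate 3 (0.684). With 1 replicate number left out of all groups (3 fits), PC1 held 78.2% to 80.2% and PC2 12.3% to 13.4%. The growth condition then explained 70.4% to 85.8% of the variance in roots and 44.7% to 61.7% in shoots, and the genotype 3.0% to 3.7% and 8.7% to 12.2%. The 36 arrangements of these fits allow no p below 0.0556.

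Of the named genes, 72 of 107 values kept their direction and side of the threshold with the block and 35 came to pass it, and with a pseudocount of 0.1 all but 3 of the 107 kept them and these 3 no longer passed. With quantile normalization 99 kept them, 4 no longer passed, 3 came to pass and 1 reversed (*LjASN3* in shoots S, at 0.01). The ratio of mean FPKM without a pseudocount, given without a test, was within the SD of the replicates for 63 of 102 values, further away for 37 and of the other sign for 2 close to 0 (*LjASN2* in shoots NS, at -0.00, and *LjASN3* in shoots S, at 0.01). Of the 552 values with 1 replicate left out 452 kept them, 85 no longer passed, 6 came to pass and 9 reversed. These 9 belong to *LjASN2* (-0.01 in roots NS, where the 6 fits ranged from -0.01 to 0.43; 0.05, 0.10 and 0.03 in roots S, range -0.59 to 0.10; -0.07, -0.10 and -0.09 in shoots NS, range -0.10 to 0.22) and *LjASN3* (0.05 and 0.12 in shoots S, range -0.07 to 0.12), which did not differ between the genotypes.

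With every library thinned to 37.5 M reads, 17 genes were called in shoots S, 5 in roots S, 64 in shoots NS and 8 in roots NS, of which 17, 5, 64 and 7 are the genes called at full depth. The filter at 1 FPKM leaves the genes below it untested.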

Differences from the paper's values

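All tests in this part were set before the data were examined, except where stated. Of the alternatives, 7 apply to the counts of genes: a pseudocount of 0.1, no filter, quantile normalization, no intensity trend, all 24 libraries in one fit, the replicate number as a block, and voom. The paper's counts come from DESeq2, and DESeq2 was not run here on the recovered reads. The counts below are therefore set against those of an unlike test.

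In shoots S the paper gives 108 genes and the present fit 17, and none of the alternatives came within 1.5 times the paper's number (62 with the block, 25 with all 24 libraries, 19 with voom, at most 16 otherwise). In roots S the paper gives 88 and the fit 5, and all 24 libraries in one fit gave 96, while the block gave 262 and the others at most 5. For shoots NS, with 270 in the paper and 70 here, the block gave 278, while all 24 libraries gave 149 and the others at most 78. For roots NS, with 164 in the paper and 7 here, all 24 libraries gave 113, while the block gave 723 and the others at most 9. The fits that left out 1 replicate closed none of these gaps.

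The genes higher in the mutant are 26 in the paper and 8 here in shoots S (21 with the block), 15 and 2 in roots S (17 with all 24 libraries), 158 and 55 in shoots NS (163 with the block), and 56 and 3 in roots NS (42 with all 24 libraries). The genes lower in the mutant are 82 in the paper and 9 here in shoots S, where none of the alternatives closed the gap (41 with the block). They are 73 and 3 in roots S (79 with all 24 libraries), 112 and 15 in shoots NS (115 with the block), and 108 and 4 in roots NS, where none closed it (71 with all 24 libraries, 387 with the block). For each of these counts, the alternatives not named did not close the gap.

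The genes common to S and NS are 29 in the paper and 11 here in shoots (23 with the block), and 34 and 2 in roots (31 with all 24 libraries). The other alternatives did not close these gaps. In shoots the paper gives 8.3% of the genes as common and the present fit 14.5%. The share was 9.7% with a pseudocount of 0.1, 9.8% without the filter, 10.7% with quantile normalization, 12.3% with all 24 libraries and 7.3% with the block, all within 1.5 times the paper's, but 15.7% without a trend and 13.1% with voom. Under NS only, the paper has 241 genes in shoots and the fit 59 (255 with the block, and not within the limit otherwise). In roots these are 130 and 5, and none of the alternatives closed the gap (82 with all 24 libraries, 594 with the block).

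Of the genes in the paper's lists, the present fit calls 16 in shoots S, 5 in roots S, 70 in shoots NS and 7 in roots NS. More of them are called with the block (48, 67, 177 and 122) and with all 24 libraries in one fit (19, 60, 130 and 81). With voom it is 18, 2, 50 and 8, without the filter 6, 2, 47 and 5, with a pseudocount of 0.1 13, 4, 66 and 9, with quantile normalization 15, 5, 78 and 8, and without a trend 15, 3, 65 and 7. The fit calls 1 gene that the paper does not list for that comparison, LotjaGi1g1v0431600 in shoots S.

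The paper gives log2 fold changes in Tables S3 and S4. Of 98 named values, 36 differed from the paper's by more than the SD of the replicates. All 36 have the paper's direction and all 36 are smaller in size. With a pseudocount of 0.1, 27 of them came within the limit, with quantile normalization 1, and with the block 0. The log2 ratio of mean FPKM without a pseudocount, chosen after seeing the values, came within the limit for all 36. For 5 of the 98 values a group had at most 3 reads in each library, so that the fold is only a lower bound, and none of these bounds exceeds the paper's fold. They are LotjaGi2g1v0357500_LC in shoots S and roots S (listed at 0 in WT), LotjaGi4g1v0036000_LC in shoots S, and LotjaGi1g1v0069900_LC and LotjaGi4g1v0295400_LC in shoots NS.

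In shoots S a pseudocount of 0.1 closed the gap for the following log2 fold changes. LotjaGi1g1v0038600_LC had 1.19 against the paper's 2.15 (2.04 with a pseudocount of 0.1). LotjaGi2g1v0298300 had -0.75 against the paper's -1.14 (-1.09 with a pseudocount of 0.1). LotjaGi5g1v0096500_LC had -1.66 against the paper's -2.73 (-2.56 with a pseudocount of 0.1). Quantile normalization, the block and the omission of single replicates did not close those of shoots S, and the ratio of mean FPKM, chosen after seeing the values, did.

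None of the alternatives set before the data were examined closed the gap for the other genes of shoots S, but the ratio of mean FPKM, chosen after seeing the values, did. LotjaGi1g1v0069900_LC had -2.02 against the paper's -6.57 (-4.62 with a pseudocount of 0.1 and -6.63 as the ratio of means). LotjaGi4g1v0295400_LC had 3.24 against the paper's 5.96 (5.30 with a pseudocount of 0.1 and 5.94 as the ratio of means). LotjaGi5g1v0220200 had 3.17 against the paper's 6.43 (5.47 with a pseudocount of 0.1 and 6.43 as the ratio of means).

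For roots S the following gaps in log2 fold change were closed with a pseudocount of 0.1. LotjaGi3g1v0280700 had -1.17 against the paper's -2.21 (-2.11 with a pseudocount of 0.1). LotjaGi5g1v0220200 had 2.78 against the paper's 4.41 (4.23 with a pseudocount of 0.1). LotjaGi6g1v0339200 had -0.79 against the paper's -1.61 (-1.45 with a pseudocount of 0.1). Quantile normalization, the block and single omissions did not close them, and the ratio of mean FPKM, chosen after seeing the values, did.

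Among the log2 fold changes of shoots NS, a pseudocount of 0.1 closed these gaps. LotjaGi1g1v0018500 had 3.03 against the paper's 3.98 (3.85 with a pseudocount of 0.1). LotjaGi1g1v0358100 had 0.63 against the paper's 1.29 (1.16 with a pseudocount of 0.1). LotjaGi1g1v0431600 had -2.87 against the paper's -4.22 (-4.06 with a pseudocount of 0.1). LotjaGi1g1v0577100, an open gene, had 1.36 against the paper's 2.17 (1.93 with a pseudocount of 0.1; also closed at 1.38 with quantile normalization, 1.47 without WT replicate 1, 1.42 without WT replicate 2, 1.39 without the mutant replicate 1, 1.73 without the mutant replicate 2). LotjaGi1g1v0624800 had 1.11 against the paper's 1.42 (1.39 with a pseudocount of 0.1; also closed at 1.25 without WT replicate 3, 1.18 without the mutant replicate 3). LotjaGi3g1v0439200_LC had -0.49 against the paper's -0.77 (-0.75 with a pseudocount of 0.1). LotjaGi4g1v0331000 had -1.20 against the paper's -1.99 (-1.90 with a pseudocount of 0.1). LotjaGi5g1v0075600 had 3.03 against the paper's 5.33 (4.74 with a pseudocount of 0.1). LotjaGi5g1v0258400 had 1.94 against the paper's 3.54 (3.18 with a pseudocount of 0.1). LotjaGi6g1v0043900 had 2.50 against the paper's 4.02 (3.72 with a pseudocount of 0.1). LotjaGi6g1v0323300_LC had -1.11 against the paper's -1.70 (-1.65 with a pseudocount of 0.1). LotjaGi6g1v0339200 had 2.15 against the paper's 2.85 (2.76 with a pseudocount of 0.1). LotjaGi6g1v0341300 had 0.62 against the paper's 0.95 (0.89 with a pseudocount of 0.1; also closed at 0.73 without WT replicate 2, 0.68 without the mutant replicate 2, 0.69 without the mutant replicate 3). Apart from the values given and the ratio of mean FPKM, chosen after seeing the values, the remaining alternatives did not close them in shoots NS.

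For the rest of the genes in shoots NS no alternative set before the data were examined closed the gap, and the ratio of mean FPKM, chosen after seeing the values, closed it. LotjaGi2g1v0344500 had 1.28 against the paper's 3.62 (2.92 with a pseudocount of 0.1 and 3.61 as the ratio of means). LotjaGi4g1v0050800 had 1.53 against the paper's 3.17 (2.80 with a pseudocount of 0.1 and 3.15 as the ratio of means). LotjaGi5g1v0220200 had 3.35 against the paper's 5.98 (5.41 with a pseudocount of 0.1 and 5.93 as the ratio of means).

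The gaps closed with a pseudocount of 0.1 in roots NS were these. LotjaGi1g1v0149100 had -0.46 against the paper's -1.0 (-0.89 with a pseudocount of 0.1). LotjaGi1g1v0431600 had -2.63 against the paper's -3.70 (-3.53 with a pseudocount of 0.1). LotjaGi2g1v0074800 had 1.64 against the paper's 1.78 (1.77 with a pseudocount of 0.1; also closed at 1.70 without the mutant replicate 3). LotjaGi2g1v0330200 had 0.70 against the paper's 1.35 (1.24 with a pseudocount of 0.1). LotjaGi2g1v0344500 had -0.54 against the paper's -1.15 (-1.05 with a pseudocount of 0.1). LotjaGi4g1v0050800 had -1.02 against the paper's -1.86 (-1.70 with a pseudocount of 0.1). LotjaGi4g1v0295400_LC had 2.59 against the paper's 3.27 (3.22 with a pseudocount of 0.1). LotjaGi5g1v0199400 had -0.84 against the paper's -1.11 (-1.06 with a pseudocount of 0.1; also closed at -0.95 without WT replicate 1). Beyond the values given here and the ratio of mean FPKM, chosen after seeing the values, the remaining alternatives did not close them.

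In the rest of the genes of roots NS the gap was closed only with the ratio of mean FPKM, which was chosen after seeing the values. LotjaGi4g1v0069500_LC had -1.53 against the paper's -4.87 (-3.73 with a pseudocount of 0.1 and -4.82 as the ratio of means). LotjaGi5g1v0220200 had 3.06 against the paper's 5.32 (4.81 with a pseudocount of 0.1 and 5.34 as the ratio of means). LotjaGi6g1v0339200 had -1.83 against the paper's -3.05 (-2.85 with a pseudocount of 0.1 and -3.04 as the ratio of means).

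The paper states that most genes differing under S conditions, and in roots under NS conditions, are lower in the mutant. The present fit has 9 of 17 lower in shoots S, 3 of 5 in roots S and 4 of 7 in roots NS, which are even within counting error. In roots S and NS the Wilson intervals (11.8% to 76.9% and 15.8% to 75.0% higher) also hold the paper's shares. These few genes of roots thus show no disagreement with the paper. With the block, 41 of 62, 219 of 262 and 387 of 723 were lower. The paper takes its common genes as a sign that most effects of the mutation are specific to S or NS conditions, and 36 genes in shoots had an interaction with the condition here (95 with the block and 37 with all 24 libraries). In roots 0 genes had one (751 at an unadjusted p under 0.05), but 38 did with the block and 12 with all 24 libraries.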

Other observations

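In this part, the exchanges of labels, the tests of leghemoglobin and of depth for replicate 3, those of the third component over other genes or at equal depth, and the test of gene models of low confidence were chosen only after the results were seen.

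Other groupings of the libraries were tried for each result. Of the 10 divisions of 6 libraries into 3 and 3, 4 part all 3 same-numbered pairs, the real one among them, and the other 6 part 1 pair only. With 4 divisions a share under 0.05 cannot be reached. For the number of genes, 1 of the 4 divisions gave as many in shoots S, as in roots S, shoots NS and roots NS, namely the real one. The other 9 divisions of each comparison gave 0 genes with an adjusted p under 0.05. At an unadjusted p under 0.05 they gave from 218 to 2897 genes in shoots S, 44 to 3956 in roots S, 62 to 2718 in shoots NS and 49 to 3323 in roots NS. The real divisions have 1066, 459, 815 and 803 genes at that level, so in each comparison at least 1 other division has more of them, although no gene passes the adjusted threshold there. For the overlap of S and NS, 1 of 16 combined divisions gave as many genes in shoots, and 1 of 16 in roots (a share of 0.062), and the others gave 0.

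For the families, 1 of the 4 divisions gave a raw p as small as the real one for cell wall genes (next 2.66e-06), ubiquitination genes (next 0.00767), glutathione *S*‐transferases (next 0.0196), zinc finger genes (next 0.221), defence genes (next 0.257) and sulphate transporters (next 0.302). For glycosyltransferases and for oxidoreductases it was 3 of the 4. Among the 6 divisions that part 1 pair only, 1 gave a raw p as small for cell wall genes (1.08e-07), 4 for glutathione *S*‐transferases (the smallest 2.27e-09), 6 for defence genes, 6 for glycosyltransferases, 5 for oxidoreductases, 1 for sulphate transporters and 0 for the zinc finger and ubiquitination genes. A small camera p for the cell wall genes and the glutathione *S*‐transferases can therefore also arise between groups that mix the genotypes. A candidate explanation is that genes of a family vary together between libraries more than the set correlation of 0.01 allows, since with the correlation estimated from the data the adjusted p was 0.614 for cell wall and ubiquitination genes and 0.661 for glutathione *S*‐transferases.

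The RNAseq libraries of *Ljasn1‐2* had *LjASN1* reads. The mutant mean was 5.46% of the WT mean in shoots S, 6.73% in roots S, 7.83% in shoots NS and 12.4% in roots NS. The paper reports that RT‐PCR detected no *LjASN1* mRNA in shoots or nodulated roots of the mutant (Figure 1d). Which part of the gene the reads cover was not tested, as the table has 1 value per gene.

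*LjASN2* (LotjaGi6g1v0130800) and *LjASN3* (LotjaGi6g1v0088100) were examined because the paper describes a slight induction of these genes in mutant roots under NS conditions by RT‐PCR (Figure 3b). LotjaGi6g1v0088100 was taken as *LjASN3* because it is described as asparagine synthetase 3 of *Arabidopsis thaliana*. The paper gives no identifier for *LjASN3* in the Gifu assembly, so this match is an assumption. *LjASN2* had 924 ± 284 FPKM (SD, n = 3) in *Ljasn1‐2* and 812 ± 88.1 in WT roots NS, a log2 fold change of 0.14 (standard error 0.29). In roots S it had 1930 ± 422 and 2288 ± 1003 FPKM (log2 fold change -0.15, standard error 0.44), and in shoots NS 3.93 ± 0.705 and 3.93 ± 1.29. In shoots S it was below the filter, with 0.600, 0.841 and 0.509 FPKM in the mutant libraries and 1.08, 0.959 and 1.31 in WT. *LjASN2* is an open gene, so its level rests on a choice of the decimal point. *LjASN3* had 2.56 ± 0.109 and 2.42 ± 0.271 FPKM in roots NS (log2 fold change 0.06, standard error 0.11), and 6.06 ± 0.454 and 6.45 ± 0.110 in shoots NS (-0.08, standard error 0.10). In roots S it had 4.55 ± 0.704 and 3.33 ± 0.388 FPKM, a log2 fold change of 0.35 (standard error 0.16) with no overlap of the libraries, unadjusted p = 0.0556 in limma, and an adjusted p of 0.317 with the replicate number as a block (mean r of same-numbered libraries 0.66). In shoots S it had 6.48 ± 1.07 and 6.45 ± 0.463 FPKM. The adjusted p without the block was 1.00 for both genes wherever they were tested.

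On the third principal component, which held 3.1% of the variance, replicate 3 of the roots stood apart in all 4 root groups. Its scores were 27.6 to 47.4, and those of replicates 1 and 2 were -23.6 to -9.5. In shoots it was replicate 1 that stood apart, with -24.9 in *Ljasn1‐2* and -26.9 in WT under NS conditions, against 6.0 to 11.2 for replicates 2 and 3, and with -4.4 and -15.2 under S conditions, against 6.1 to 13.7. The tests below were made for the roots, and the pattern in shoots was not tested. Less nodule RNA in replicate 3 was tested with the 4 genes described as leghemoglobin. Their summed FPKM in replicate 3 was 56.5% of the mean of replicates 1 and 2 in *Ljasn1‐2* roots S and 47.9% in WT (52.2% on average), but the roots under NS conditions, which have no nodules, stood apart in the same way. Less nodule RNA therefore leaves the pattern under NS unexplained. More shoot RNA in replicate 3 would raise the genes for chlorophyll a-b binding proteins, and replicate 3 was the highest in 0 root groups for chlorophyll a-b binding proteins. It was the lowest in all 4, so the other direction, less shoot RNA in replicate 3, was also tested. Over the 10430 genes whose mean FPKM is not higher in shoots than in roots, replicate 3 still stood apart on the third component in 4 root groups (24.3 to 38.7 against -19.1 to -6.4), so the pattern does not rest on genes that shoot RNA would raise. Replicate 3 had the most reads in 0 root groups and the fewest in 3. With every library thinned to 37.5 M reads it stood apart in 4 root groups as before (27.6 to 47.4 against -23.6 to -9.5). Thinning keeps the expected FPKM of each gene, so it tests counting error only and does not exclude a bias tied to depth. What sets replicate 3 apart remains open. As the pattern is shared by the genotypes, it adds to the spread within groups, which the replicate number as a block takes into account.

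Several genes are listed at 0 in all 12 libraries of one genotype and above 0 in all 12 of the other. LotjaGi2g1v0372800_LC (0.146 to 2.18 FPKM in WT, at least 3 reads), LotjaGi3g1v0243700_LC (0.469 to 2.61) and LotjaGi6g1v0043300_LC (0.276 to 2.82) are at 0 in *Ljasn1‐2*. LotjaGi2g1v0357500_LC, described as a transposon polyprotein, is at 0 in WT and at 1.01 to 4.67 FPKM in the mutant (at least 31 reads). With the genotypes of same-numbered libraries exchanged at random, 0 of 100 draws gave as many such genes. A segment linked to *LjASN1* was tested as a cause, but 0 of the 4 genes lie within 1 Mb of it (70 of 18747 expressed genes do), with a one-sided Fisher's exact p of 1.00, and the genes lie on 3 chromosomes. All 4 are gene models of low confidence, against 2077 of the 18747 expressed genes (11.1%), a one-sided Fisher's exact p of 1.50e-04. The genes compared were not matched for expression, and none of the 4 exceeds 4.67 FPKM. The test thus cannot tell low confidence from low expression. Nor does it say why the genotypes differ in these genes. Sequence differences between the *Ljasn1‐2* line and the WT plants, other than at *LjASN1*, were not tested. By the paper, plants free of the other known insertions of the line were selected by genotyping and tested again before each experiment.

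A segment linked to *LjASN1* was also tested for the genes that differ with the genotype. With the block, 5 of 68 tested genes within 1 Mb of *LjASN1* differed in at least 1 comparison, against 1095 of 18396 elsewhere (one-sided Fisher's exact p = 0.381). No excess of differing genes near *LjASN1* was detected.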
